# Amorphous Calcium Carbonate Shows Anti-Cancer Properties That are Attributed to Its Buffering Capacity

**DOI:** 10.3390/cancers15153785

**Published:** 2023-07-26

**Authors:** Yehudit Natan, Yigal Dov Blum, Amir Arav, Ylena Poliansky, Sara Neuman, Orit Ecker Cohen, Yossi Ben

**Keywords:** cancer, lung cancer, amorphous calcium carbonate, tumor microenvironment, acidosis

## Abstract

**Simple Summary:**

Lung cancer is by far the leading cause of cancer death, making up almost 25% of all cancer deaths. Each year, more people die of lung cancer than colon, breast, and prostate cancers combined. Developing safe new treatments is of great importance. A main feature of solid tumors is their evolved acidic microenvironment. Although this phenomenon has been known for almost 100 years (also known as aerobic glycolysis or the Warburg effect), it was seldom evaluated as a therapeutic target. A recent understanding of the tumor’s microenvironment acidity has shown its impact on disease aggressiveness, the lack of immune system response, drug and irradiation resistance, and overall poor patient prognosis. Amorphous calcium carbonate (ACC) is a non-crystalline form of calcium carbonate, and it is composed of nanoparticles with known buffering capacities. This work describes in vivo and in vitro results showing the anti-cancerous effects of ACC, which are associated with its buffering activity, suggesting a promising therapeutic potential of ACC as a safe treatment for cancer.

**Abstract:**

Aim: Amorphous calcium carbonate (ACC) is a non-crystalline form of calcium carbonate, and it is composed of aggregated nano-size primary particles. Here, we evaluated its anti-cancer effect postulated relative to its buffering capabilities in lung cancer. Methods: Tumors were evaluated in vivo using the Lewis lung carcinoma (LLC) mouse cell line and A549 human lung cancer carcinoma cell line. LLC and A549 cells were injected subcutaneously into the right hind leg of mice. Treatments (ACC, cisplatin, vehicle, and ACC with cisplatin, all given via daily IP injections) started once tumors reached a measurable size. Treatments were carried out for 14 days in the LLC model and for 22 and 24 days in the xenograft model (two experiments). LLC tumors were resected from ACC at the end of the study, and vehicle groups were evaluated for cathepsin B activity. Differential gene expression was carried out on A549 cells following 8 weeks of in vitro culture in the presence or absence of ACC in a culture medium. Results: The ACC treatment decelerated tumor growth rates in both models. When tumor volumes were compared on the last day of each study, the ACC-treated animal tumor volume was reduced by 44.83% compared to vehicle-treated animals in the LLC model. In the xenograft model, the tumor volume was reduced by 51.6% in ACC-treated animals compared to vehicle-treated animals. A more substantial reduction of 74.75% occurred in the combined treatment of ACC and cisplatin compared to the vehicle (carried out only in the LLC model). Cathepsin B activity was significantly reduced in ACC-treated LLC tumors compared to control tumors. Differential gene expression results showed a shift towards anti-tumorigenic pathways in the ACC-treated A549 cells. Conclusion: This study supports the ACC anti-malignant buffering hypothesis by demonstrating decelerated tumor growth, reduced cathepsin B activity, and altered gene expressions to produce anti-cancerous effects.

## 1. Introduction

Cancer is the second cause of death in the US, and lung cancer is the leading cause of mortality among cancer patients [1]. Lung cancer is mainly divided into two types: small cell lung carcinoma and non-small cell lung carcinoma (NSCLC), which is about 80% of all lung cancer cases [2]. The tumor microenvironment of lung cancer (TME), like other solid tumors, is a complex one with regions of aberrant angiogenesis, acidosis, and hypoxia [3,4].

In the microenvironment of the tumors, inflammation and ischemia are often accompanied by a reduced extracellular pH (acidosis) due to a shift in the cells’ metabolic pathway from oxidative phosphorylation (oxphos) to glycolysis [5,6,7,8]. The acidosis phenomenon is derived from metabolic and genetic changes (either mutations or changes in gene expressions) that cancer cells undergo and can cause a shift towards the short metabolic pathway of generating lactate in the cancer cell’s metabolism, even in the presence of sufficient oxygen supply at the mitochondrial level, resulting in the production of protons (hydrogen cations) and lactate. This phenomenon is known as the Warburg Effect, and its causes and mode of countering have been studied for over 90 years [5,6,7,8,9,10,11,12,13,14]. Protons and lactate separate effluxes via an array of acid transporters such as MCT, NHE, and proton pumps, leading to acidosis in the tumor microenvironment (TME) [9]. This decrease in extracellular pH (pHe) prevents intracellular acidity (pHi) in cancer cells [9]. The acidification of the extracellular peritumoral environment is advantageous to the tumor in a multifaceted manner. Tumor microenvironment acidosis increases tumor proliferation, invasion, angiogenesis, and metastasis [13,14,15,16,17,18,19]. TME acidity increases the ability of cancer cells to escape immune responses [20] and causes immunosuppressive effects with respect to CD8+ T cells, dendritic cells (DCs), monocytes, natural killer NKs, and T cell functions [21,22]. TME acidity also results in chemotherapy resistance [23] and radioresistance [24].

Amorphous calcium carbonate (ACC) is the most unstable polymorph of calcium carbonate (CaCO_3_). It is characterized by its inability to polarize light, in contrast to other crystalline polymorphs of calcium carbonate. It is also characterized by the absence of X-ray diffraction (XRD) patterns, suggesting that no long-range order exists in the structure of the salt, and by the low-intensity peak at 1082 cm^−1^ in Raman spectroscopy [25,26]. ACC primary particles fall within the nanometric range between 40 and 100 nm [25,26]. Preclinical studies with radiolabeled calcium in rats showed that ACC had higher solubility and bioavailability compared to crystalline calcium carbonate (CCC) [26]. In an ovariectomized rat model, ACC showed superiority in preventing bone loss compared to commercial CCC and calcium citrate [27]. Additionally, in a clinical study of postmenopausal women, ACC demonstrated superior bioavailability compared to CCC [28].

Recent studies have suggested the use of ACC [29] and other calcium carbonate polymorphs (mainly vaterite) [30] as drug-delivery agents mainly for anticancer treatments. In these studies, ACC or vaterite were loaded with chemotherapy agents (e.g., doxorubicin, cisplatin), which were released once they reached the tumors’ acidic microenvironment. The use of calcium carbonate polymorphs in these studies overlooked the potential of the ACC to act as a therapeutic agent by itself and focused mainly on the controlled release of the cytotoxic chemotherapy agents. Nevertheless, these studies emphasize the safety of calcium carbonate as a delivery system as well.

Modulating the tumor’s acidic microenvironment has been suggested as a potential target for new treatments [10,12,21]. Experimental models have shown the inhibition of metastasis and increased the tumor’s pHe, either by using bicarbonate [31] or a non-volatile buffer [32,33] such as a compound named L-DOS47, which is in its early clinical trial as an agent for TME pHe modulation [34]. A clinical trial with sodium bicarbonate failed to escalate beyond the second dose level, and this was primarily due to its poor taste and grade 1–2 GI disturbances, leading to poor compliance [35]. A study by Som et al. showed that nanosized vaterite was able to elevate the tumor’s pHe and reduced the tumor’s size when administered via IV injections in a mouse model [36].

Although early diagnosis and new treatments improve lung cancer patient prognosis, there is still a need for new treatments, especially those that will have a high safety profile and significantly fewer or milder adverse effects.

ACC is a unique form of calcium carbonate and is, therefore, generally regarded as safe (GRAS) by regulatory agencies. It is already sold as a food supplement [37]. Furthermore, it was found to be safe when evaluated in several clinical studies as a treatment for cancer (NCT03582280 and NCT03057314 [38,39]) and COVID-19 (NCT04900337 [40]). In these studies, patients were treated with ACC given as a sublingual powder, concomitantly with the inhalation of ACC suspensions. These preliminary clinical trials have demonstrated a high safety profile of the treatment albeit the relatively high daily dosage administration.

The present paper describes the use of ACC as a potential treatment in two animal models for lung cancer: the Lewis lung carcinoma (LLC) and a xenograft model with A549 (a human cell line of NSCLC). The tumors’ volume was evaluated during the treatment duration, and cathepsin B activity levels were measured in the LLC model. Additionally, we evaluated the effect of ACC on the gene expression profile of A549 cultured in vitro.

We hypothesize that ACC antitumor effects can be attributed to the ACC’s improved buffering capacity with respect to the tumor’s microenvironment pHe. It is plausible that the disintegration of the salt and subsequent solubility and the dissociation of the ion are enhanced due to the nanoparticle size of ACC, which increases the surface area by up to 1 × 10^6^ [26].

## 2. Materials and Methods

All animal experiments were approved by the Israeli Animal Testing Council. The registry numbers of approvals are as follows: IL-18-2-27, IL-16-01-131 (for LLC experiments) and IL-19-09-404 (for xenograft experiments).

All animals were purchased from Envigo, Rehovot, Israel. Experiments started after 5 days of acclimation. Mice were housed using 12 h light/dark cycles and had water and chaw ad libitum.

All solutions, reagents, and LLC and A549 cell lines were purchased from Biological Industries, Bet-Haemek, Israel, unless otherwise mentioned.

Dose selection: Preliminary studies of the LLC model have been conducted for selecting the appropriate dosage for the study. Different ACC concentrations were assessed (0.1, 0.3 and 0.5% elemental calcium in freshly prepared ACC suspensions) given via IP injections. The effect on the tumors’ deceleration growth rates was most profound with 0.5% elemental calcium; therefore, we continued to larger experiments with this dose regimen. As for cisplatin dose, the selected dose is within the acceptable range for mice models [41].

### 2.1. ACC Preparation Protocol

Stabilized ACC suspensions (with 3 mol% of sodium tripolyphosphate (STTP) as a stabilizer) were used for the studies. Fresh and stable suspensions were prepared immediately before the experiments according to a proprietary procedure, and the concentration of their calcium content was calculated. The suspension used in the experiments consisted of 1.22% ACC (containing 0.5% elemental calcium).

### 2.2. Evaluations of Various ACC and CCC Suspensions on Acidified Medium with Serum

This experiment evaluates the ability of ACC and CCC to affect the pH of a medium supplemented with 10% (*v*/*v*) serum. The purpose of this experiment was to achieve a mildly acidic environment similar to that found in tumors [42] by adding lactic acid. Once the acidic environment was achieved, ACC or CCC were added, and the pH was measured. Lactic acid was chosen since it is naturally found in the body in its conjugated base form and is associated with acidosis as the product of glycoysis. A total of 2 mL of fetal bovine serum (FBS) was added to 18 mL of DMEM/F12 medium. The solution was placed inside a sterile tissue-sample cup, and a hole was made at the top of the cup into which a pH probe was inserted. The cup was placed on a magnetic stirrer (JB-10 stirrer, Inesa, Shanghai, China), and the solution was constantly stirred during the measurement. A pH meter (MesuLab, PXSJ-216F ion meter, MRC, Holon, Israel) was connected to a PC, and the continuous data-logging of pH measurements was performed using REXDC2.0 software. After the system was set and the pH measurement and data logging were started, 20.5 µL of lactic acid solution (final concentration was 4.7 mM) was added to the solution to slightly reduce the pH acidotic stage of about 6.7, similar to the pH found in many solid tumors [42]. Once the stabilization of the acidic pH was achieved, the following samples were added, each having a volume of 3 mL: (1) freshly prepared ACC suspension, (2) ACC in powder form resuspended in distilled water (4% *w/v*), and (3) CCC in powder form resuspended in distilled water (4% *w/v*). This experiment was repeated with suspensions and prepared differently each time based on proprietary procedures. The measurement duration was approximately 470 s (about 7.8 min), sufficient time to observe that the change in pH was stable.

### 2.3. Amorphous Phase Validation of ACC and Quantification via X-ray Diffraction (XRD) Analysis

A calibrated XRD method was used for determining the amorphous phase percentage in the ACC product as synthesized and as dried or suspended forms after storage periods. The quantitative percentage of the amorphous phase was calibrated by concentration curves that were compared at different mixing ratios of pure ACC and the calcite and vaterite crystalline phases. This analytical technique was performed for each ACC suspension used in the study.

### 2.4. Scanning Electron Microscopy (SEM) of ACC

An ACC suspension stabilized with STTP was filtered and gently dried in steps that were designed to prevent any crystallization and characterized by scanning electron microscopy (SEM). It is apparent that ACC is morphologically different from the typical crystalline calcium carbonate, which is cubic and within the micron range at tens of microns. The SEM analysis of ACC revealed that the microstructure of dry particles is composed of aggregated primary nanoparticles within the range of 10 to 100 nm compared to the micrometric calcite particles obtained during the same synthesis method, wherein the drying process malfunctioned.

### 2.5. In Vitro Culture of LLC and A549 Cell Lines

Cells were cultured in a humidified incubator at 37 °C and 5% CO_2_ in T-25 flasks (Corning^®^ Merk, Rehovot, Israel). The culture medium comprised 90% Dulbecco’s Modified Eagle Medium/Nutrient Mixture F-12 (DMEM-F12), 10% (*v*/*v*) fetal bovine serum (FBS), 2 mM glutamine, Penicillin G Sodium Salt: 10,000 units/mL, streptomycin sulfate: 10 mg/mL (Pen/Strep). For A549 cells cultured in the presence of 2 mM (elemental calcium) ACC, an additional experiment evaluating how different ACC concentrations affect A549 cells growth was performed. A549 cells were cultured in the presence of 1, 2 and 4 mM of elemental calcium in the form of ACC suspensions in DMED-F12, calcium-depleted medium. A DMEM-F12 full medium (containing the standard calcium level) was used as a control. All media were supplemented with 10% (*v*/*v*) FBS, 2 mM glutamine, Penicillin G Sodium Salt: 10,000 units/mL, streptomycin sulfate: 10 mg/mL (Pen/Strep). This experiment was done in quadruplets for each concentration, and each well was counted twice using a hemocytometer. All cells were seeded at a concentration of 2 × 10^4^ cells per mL, and cells were counted on days 1, 2, 4, 5 and 6 post-seeding.

### 2.6. In Vivo Experiments with Lewis Lung Carcinoma Cells

Freshly harvested LLC cells in a concentration of 2.6 × 10^5^ in 100 μL phosphate-buffered saline (PBS) were subcutaneously injected into the right flank of C57BL/6 female mice aged 5–7 weeks under the light anesthesia of the mice achieved by isoflurane inhalation. Once the tumor reached a volume of >50 mm^3^ on day 12, the study mice were allocated randomly into study groups (n = 8, per group), and treatments were given accordingly (day 0 is the day of the LLC injection). Mice that did not develop a tumor within this size range were excluded from the study. The study groups were as follows: (1) a group receiving the vehicle (1.5% (*w*/*v*) NaCl) as a negative control; (2) cisplatin 3.3 mg/kg (Pharmachemie B.V. (Teva Group), Haarlem, The Netherlands) (treatment was given according to manufacturer instructions every 3 days) as a positive control; (3) ACC suspension (Amorphical, Nes-Ziona, Israel) at a concentration of 1.22% (*w*/*v*) ACC (contains 0.5% elemental calcium), which corresponds to a dose of 0.244 g/Kg ACC for a mouse that weighs 20 g; (4) ACC and cisplatin combined at the above doses. ACC and the vehicle were administered via intraperitoneal (IP) injections twice a day at a volume of 200 µL for each injection. Cisplatin was given via IP injections twice a week according to manufacturer instructions.

The study duration was 26 days, including 14 days of treatments. The tumor growth was measured approximately every other day using a digital caliper, and the tumor volume was calculated according to the following equation: Volume = (Length × Width^2^)/2, where length represents the largest tumor diameter, and width represents the smallest tumor diameter. At the end of the study, the mice were euthanized, and the tumors were removed for the cathepsin B activity assay.

### 2.7. Cathepsin B Activity Measurements

Mice with subcutaneous LLC tumors, which were treated with the vehicle, ACC, and cisplatin, were resected after the study’s termination and animal euthanasia (n = 8, per group). All conditions of maintenance and handling were similar between the groups.

For the assay, 20 mg of each extracted tumor was weighed and lysed. Measurements were performed using the Cathepsin B Activity Assay Kit (Fluorometric) (ab65300 by Abcam, Cambridge, UK). The assays were performed on tumors from three groups, excluding the group that received the combined cisplatin and ACC treatment due to a low tumor weight. The lysed samples were treated per the kit’s instructions. In brief, 50 μL of lysis buffer was used, and the cells were incubated on ice for 10 min. Centrifugation was carried out at 20,000× *g* for 5 min, and then the supernatant was transferred to a new tube. In total, 50 μL of the lysate was added to an opaque black 96-well plate. Then, 50 μL of the reaction buffer and 2 μL of the 10 mM substrate Ac-RR-AFC were added to each sample. In this study, 2 μL of the inhibitor was used as the negative control. The Infinite^®^200Pro (Tecan, Männedorf, Switzerland) microplate reader was used with 400 nm excitation and a 505 nm emission filter to analyze the fluorescence intensity for cathepsin B enzymatic activities after incubating the samples at 37 °C for 1 h in the dark.

### 2.8. Xenograft Model of A549 Human NSCLC

Two cohorts of this study were performed. Female athymic nude mice, 5–7 weeks old, were used for this experiment. After acclimation, animals were subcutaneously injected with 100 µL of human lung cancer cell line A549 suspended in ice-cold phosphate-buffered saline (PBS) having a cell concentration of 5 × 10^6^ cells /mL, and the injections were performed in the right flank of the mice. The injection day was considered “Day 0” of the experiment. Once tumors reached a measurable size larger than 40 mm^3^, the mice were randomly allocated into 2 treatment groups: ACC suspension (same concentrations as described in Section 2.6 above) or saline (the byproduct of ACC is NaCl). Both saline and ACC were administered via IP injections of 200 µL twice a day. Tumor growth was measured approximately every 3 days. In this study, the first cohort consisted of 12 animals per group (total of 24 animals), and treatment duration was 22 days; the second cohort consisted of 7 animals per group (total of 14 animals) and a treatment duration of 20 days.

### 2.9. Differential Gene Expression Evaluations of ACC-Treated A549 Cells

The A549 cell line was cultured as described above in Section 2.1. Cells were divided into 2 groups: either cultured in the DMEM-F12 regular medium (containing 1.1 mM calcium chloride (CaCl_2_)) or the DMEM-F12 medium without calcium to which 2 mM of ACC had been added. Both groups were cultured in triplicate and for 8 passages, after which their RNA was isolated using the Promega SV Total RNA Isolation System (Promega Corp., Madison, WI, USA). This procedure was carried out for the cells of both groups in triplicate.

To avoid batch effects that could interfere with the signal in the experiment, the extraction from all nine samples was performed on the same day and at the same time using the same kits, persons, etc. The RNA concentration was detected for each sample (Nanodrop^®^ spectrophotometer, Thermo Fisher Scientific, Waltham, MA, USA) and the concentration was determined by TapeStation (Agilent, CA, USA).

RNA-seq libraries were prepared at the Crown Genomics Institute of the Nancy and Stephen Grand Israel National Center for Personalized Medicine, Weizmann Institute of Science. Libraries were prepared using an inhouse mRNA-seq protocol. Briefly, the polyA fraction (mRNA) was purified from 500 ng of total input RNA, followed by fragmentation and the generation of double-stranded cDNA. After Agencourt Ampure XP beads cleanup (Beckman Coulter, CA, USA) and end repair, base addition, adapter ligation, and PCR amplification steps were performed. Libraries were quantified by Qubit (Thermo Fisher Scientific, MA, USA) and TapeStation (Agilent, CA, USA). Sequencing was done on a NextSeq instrument (Illumina, CA, USA), allocating approximately 29 M reads per sample (single read sequencing, 84 bases).

Poly-A/T stretches and Illumina adapters were trimmed from the reads using Cutadapt; resulting reads shorter than 30 bp were discarded. Reads were mapped to the Homo Sapiens GRCh38 reference genome using STAR (version 2.4.2a), supplied with gene annotations downloaded from Ensembl (release 92). The alignEndsType was set to EndToEnd, and outFilterMismatchNoverLmax was set to 0.04. Expression levels for each gene were quantified using htseq-count using the gtf above. Differential expression analysis was performed using DESeq2 (version 1.10.1). The betaPrior, Cook’s distance cutoff, and independent filtering parameters were set to False. Raw *p* values were adjusted for multiple testing using the procedure of Benjamini and Hochberg [43]. 

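Of 24846 genes in the deposited table, 13860 had at least 30 reads in 1 of the 6 libraries and 1873 had no read in any. Without the fold threshold, 3775 of the genes with at least 30 reads were higher and 3923 lower with ACC at an adjusted p of 0.05 or less from limma. The thresholds written in the authors' deposited table are an adjusted p of 0.05, a count of 30 and a 1.5-fold change, at which that table gives 1126 higher and 902 lower genes.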

We defined significantly differentially expressed genes as those with FDR ≤ 0.05, absolute fold change ≥ 2, and a count of at least 30 in one of the samples. Ingenuity^®^ Pathway Analysis (IPA^®^) software (Qiagen, Hilden, Germany) was used for enrichment analysis, and a Z-score above 2 or below −2 was considered significant.

The RNA-Seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [44] and are accessible through GEO Series accession number GSE235316 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE235316) accessed on 21 June 2023.

Gene set enrichment analysis (GSEA) was performed on a pre-ranked dataset sorted by log2FC (ACC versus untreated) using the GSEA 4.2.2 desktop application [45] with the Hallmark gene sets from the Molecular Signature Database v2023 [46]. Only genes that had a count of at least 50 in at least one of the samples were considered.

### 2.10. Statistics

Values are expressed as the mean ± SEM. For evaluating whether different treatments affected tumor growth rates, we compared the differences in the tumor volume of each treatment group on each measurement day. For in vivo LLC and cathepsin B and in vitro A549 proliferation evaluations, the results were compared by ANOVA, followed by Tukey’s multiple comparison test. The significance value was set at *p* < 0.05. For A549 xenograft studies, the difference in the tumor volume in the treatment groups was analyzed by an unpaired two-tailed Student’s *t*-test to determine the differences between the two groups for each measurement time point. Significance was set at *p* < 0.05.

## 3. Results

### 3.1. ACC and CCC Evaluation in an Acidified Medium with Serum

In this experiment, we wanted to evaluate the effects of different forms of calcium carbonate, either amorphous (ACC) or crystalline (CCC), to elevate the medium’s pH once it was acidified. We chose to reduce the medium’s pH with lactic acid since it resembles the physiological conditions of acidosis more. The results of Figure 1 show that the ACC solution (similarly to the solutions used in the in vivo and in vitro experiments described here) or those dispersed in water immediately elevated the medium’s pH from about 6.7 to 7.7 and 7.4, respectively, and the pH was stabilized at these basic levels. However, CCC was unable to change the pH of the medium due to its very high insolubility at pH levels above 6. There was a slight increase in the medium’s pH after CCC was added, and this was most likely due to the buffering capacity of the DMEM/F12 medium.

### 3.2. Amorphous Phase Validation of ACC by XRD Diffractograms

Below is a representative figure (Figure 2) that reveals the significant difference of XRD diffractograms within the range of 26 to 34 degrees with respect to ACC (Figure 2A) and the partially crystallized batch containing nanometric calcium carbonate (calcite) obtained when the synthesis process was inadequate (Figure 2B) (the red lines). The lack of patterns beyond the noise level in Figure 2A indicates 100% of the amorphous phase. The very wide pattern assigned to the XRD of calcite in Figure 2B indicates that calcite particles are also nanometric in this specific case. Sharper and narrower patterns mean large crystalline particles.

### 3.3. SEM of ACC

Figure 3A illustrates the microstructure and morphology of a pure ACC compared to an ACC that was unintentionally crystallized (Figure 3B) during the drying of amorphous nanoparticles. Notice that the morphology in this case is completely different from the natural cubic form of calcite when it crystalizes in an aqueous environment.

### 3.4. ACC Effect on A549 Proliferation

In this experiment, A549 cells cultured with different concentrations of ACC (1, 2 and 4 mM elemental calcium in ACC suspensions) were added to the DMEM-F12 calcium-depleted medium. Cells cultured in the DMEM-F12 full medium served as the control. Figure 4 below summarizes the results. We can see that, overall, no statistical significance was detected among groups in the cell counts on each day. Only on Day 5 post-seeding, the 2 mM concentration was significantly higher than the control. Interestingly, even 4 mM of ACC did not show a negative effect for these cells.

### 3.5. ACC Effect on LLC Tumor Growth Rates

In this experiment, we evaluated tumor growth rates in an LLC subcutaneous model (see Figure 5 below). Four different treatments were carried out once tumors reached a measurable size: ACC, cisplatin, vehicle, and ACC combined with cisplatin. The treatments were carried out for 14 consecutive days (from day 12 until day 26). The results demonstrated that ACC treatment reduced tumor growth rates in a similar manner to that of cisplatin, with ACC reducing the tumor volume in 44.83% and cisplatin in 37.87% on day 26 in a statistically significant manner compared to the vehicle (Figure 5B). ACC’s effect on the reduction in tumor volume was observed on day 18 (after 6 days of treatment) onwards (Figure 5, orange). Similarly, the combined treatment of ACC and cisplatin (Figure 5, yellow) is also apparent from day 18 (after 6 days of treatment), whereas cisplatin’s effect on tumor deceleration was significantly reduced only on the last day of the study on day 26 (after 14 days of treatment) (Figure 5, gray). The combined treatment of ACC and cisplatin resulted in a highly increased anti-tumor effect showing a reduction of 74.75% in the tumor volume compared to the vehicle on day 26, which was statistically significant from all other treatments (Figure 5B).

### 3.6. ACC Effect on Cathepsin B Activity

After the mice with LLC tumors were euthanized on day 26, the tumors were resected from the animals, and cathepsin B activity was measured. Cathepsin B activity was significantly lower in tumors resected from mice treated with ACC and cisplatin compared to vehicle-treated animals. This observation supports our hypothesis of the solid-base buffering effect of the ACC since cathepsin B activity is known to increase in acidic environments and is associated with the tumor’s aggressiveness [16,17,19]. Tumors from the combined ACC and cisplatin treatment group were not analyzed for cathepsin B activity.

The results shown in Figure 6 revealed that samples taken from tumors of ACC and cisplatin-treated animals had significantly lower cathepsin B activity levels compared to tumor samples from vehicle-treated animals.

### 3.7. ACC Effect on Human A549 NSCLC Xenograft Growth Rates

In these experiments (2 cohorts with a total number of 38 animals (19 mice per group)), we wanted to evaluate whether ACC can decelerate tumor growth rates in a human non-small cell lung carcinoma model using the A549 cell line. We established a subcutaneous xenograft model and compared ACC and vehicle (saline) treatments. The results, shown below in Figure 7, reveal that ACC decelerated tumor growth rates significantly compared to the control. On the last treatment day, ACC-treated mice had an average tumor volume of 145.6 mm^3^, and control-treated animals had an average tumor volume of 300.9 mm^3^. This observation reflects a reduction of 51.6% in tumor volume with the ACC treatment compared to the control.

### 3.8. ACC Effect on the Differential Gene Expression of A549 Cells

To follow the effect of ACC on the gene-expression profile of cells, A549 cells were cultured either with or without ACC for eight passages. 

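A549 is a human lung adenocarcinoma cell line. RNA-seq was performed on 3 cultures grown for 8 passages in medium without calcium to which 2 mM ACC, as elemental calcium, was added, and on 3 control cultures grown for 8 passages in regular medium with 1.1 mM calcium chloride, so that the source and the amount of calcium differed between the groups together. The authors trimmed the reads with Cutadapt, mapped them to GRCh38 with STAR 2.4.2a, counted reads per gene with htseq-count and divided the counts by DESeq2 size factors. The deposited values are these normalized counts, given to 2 decimals for 24846 genes. Within each library they are whole multiples of the value of 1 read (100% of the positive values lie within 0.1 read of a whole number), which gave back the reads per gene. The ACC libraries held 23798621, 22994447 and 21771645 reads in genes, and the control libraries 22801246, 24805486 and 23418528. The paper states that about 29 M reads were allocated per sample, and the values here use the reads counted in genes. Mitochondrial genes took 4.39%, 5.70% and 5.04% of the reads with ACC and 4.13%, 4.04% and 4.29% in the controls. For each of 19318 genes with normalized counts summing to at least 10 over the 6 libraries, log2(normalized count + 1) was compared between the groups with limma, with Benjamini-Hochberg adjustment, and fold changes are on this scale, which understates the change of genes with few reads. Gene lists were fixed before the data were examined and tested with camera. They were written from general knowledge, and 9 of the 41 were partly drawn up from names in the study's supplement, which come from these same libraries. Differences between the groups rest on 3 cultures each of 1 cell line. Whether the cultures of a group were kept apart over all passages is not clear from the paper. The p-values measure the spread among these cultures only. Whether the counting used strand is not given in the sources used here, so reads of a gene and an antisense partner cannot be told apart.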

Cells were collected and subjected to RNA-seq analyses. Differential gene-expression analyses revealed that 546 genes were upregulated, and 432 genes were downregulated following the ACC treatment, resulting in a total of 978 genes that were differentially expressed. 

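Higher with ACC were 536 genes and lower were 432, a total of 968, at an adjusted p of 0.05 or less from limma, a fold change of at least 2 and at least 30 reads in 1 library. Changes of 4-fold or more were found for 146 of the higher genes and 108 of the lower genes. The authors' deposited table gives 546 higher and 432 lower genes at the same thresholds, and 960 genes were called in both, none in opposite directions. Genes called here only numbered 8, and genes called only in the authors' deposited table 18. Another 292 higher and 274 lower genes passed the adjusted p and the fold change but had fewer than 30 reads in every library. Of 39 gene lists tested with camera at a preset correlation of 0.01, 13 were higher and 9 lower at an adjusted p of 0.05 or less. Those that passed include the lists of mucus, acute phase, pH regulation, leukocyte integrin, collagen and matrix protease genes. These were partly drawn up from study names, so they add no independent evidence to this tally. With an estimated correlation 0 of the 39 lists passed, the lowest adjusted p being 0.0816 from camera, while 34 passed with fry. The estimate was 0.009 for epithelial-mesenchymal transition and -0.008 for TGFβ signaling, not above the preset value, but 0.64 for proliferation and 0.929 for mitochondrially encoded genes. With an estimate, camera rests on the few residual degrees of freedom of the 6 libraries. For epithelial-mesenchymal transition and TGFβ signaling, failing there is therefore not shown to come from correlation among the genes. For lists with a high estimate, such as proliferation and mitochondrially encoded genes, correlation and the few degrees of freedom cannot be told apart. The preset value lies far below those estimates, so the camera p-values of such lists at the preset can be too small.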

Figure 8A,B illustrate these results visually using a volcano plot diagram (Figure 8A), which depicts genes that were statistically up- or downregulated. Moreover, the influence of the differential gene expression was evaluated using Ingenuity Pathway Analysis (IPA), and the prediction of these changes demonstrates mostly changes in tumorigenic pathways (Table 1). 

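Genes of airway mucus and secretory epithelium had some of the largest rises with ACC. MUC5AC, a gel-forming mucin on chromosome 11 of GRCh38 from 1157953 to 1201138, rose from 2314 ± 422 normalized counts (SD, n = 3) in control cells to 38809.6 ± 3900.5 (SD, n = 3) with ACC (log2 fold change 4.08, standard error 0.0900, adjusted p = 2.73e-16 from limma). MUC5B, the neighbouring mucin gene on chromosome 11 of GRCh38 from 1223066 to 1262172, rose from 377 ± 115 to 14489 ± 1481 (log2 fold change 5.31, standard error 0.143, adjusted p = 3.39e-15 from limma). FCGBP, a protein of mucus, had a log2 fold change of 5.40, and SLPI and CEACAM6, a secreted protease inhibitor and an epithelial adhesion molecule, had log2 fold changes of 3.72 and 3.71. TXNIP, an inhibitor of thioredoxin and of glucose uptake on chromosome 1 of GRCh38 from 145992435 to 145996579, had the largest rise of the genes with at least 100 normalized counts on average in the higher group, from 10.4 ± 4.65 to 537 ± 50.4 normalized counts (SD, n = 3 each, log2 fold change 5.65, standard error 0.230, adjusted p = 7.81e-13 from limma). The log2 fold changes of the other 4 of the 10 largest rises were 5.01 for C9orf152, 4.18 for HABP2, 4.10 for PRR15 and 3.82 for ADH6.
SPARC, a collagen-binding matrix protein on chromosome 5 of GRCh38 from 151661096 to 151686975, fell from 1004 ± 38.3 to 41.8 ± 8.45 normalized counts (SD, n = 3 each, log2 fold change -4.57, standard error 0.113, adjusted p = 1.05e-15 from limma). NPTX1, a secreted pentraxin, fell from 10337 ± 930.1 to 600.1 ± 75.4 (log2 fold change -4.11, standard error 0.0730, adjusted p = 2.04e-17 from limma). The proteoglycan gene SPOCK1 had a log2 fold change of -3.73, the metalloproteinase inhibitor TIMP3 -3.78 and the collagen gene COL22A1 -3.41. The cytokine IL11 had a log2 fold change of -3.11, the chemokine receptor ACKR3 -3.51, the transcription factor MAF -3.13, the phosphodiesterase PDE11A -3.41 and CCBE1 -3.92. The adjusted p of these 20 genes from limma was at most 8.21e-08. CEACAM6 and the mucin genes have related genes with which they may share reads.

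**Figure D1:**
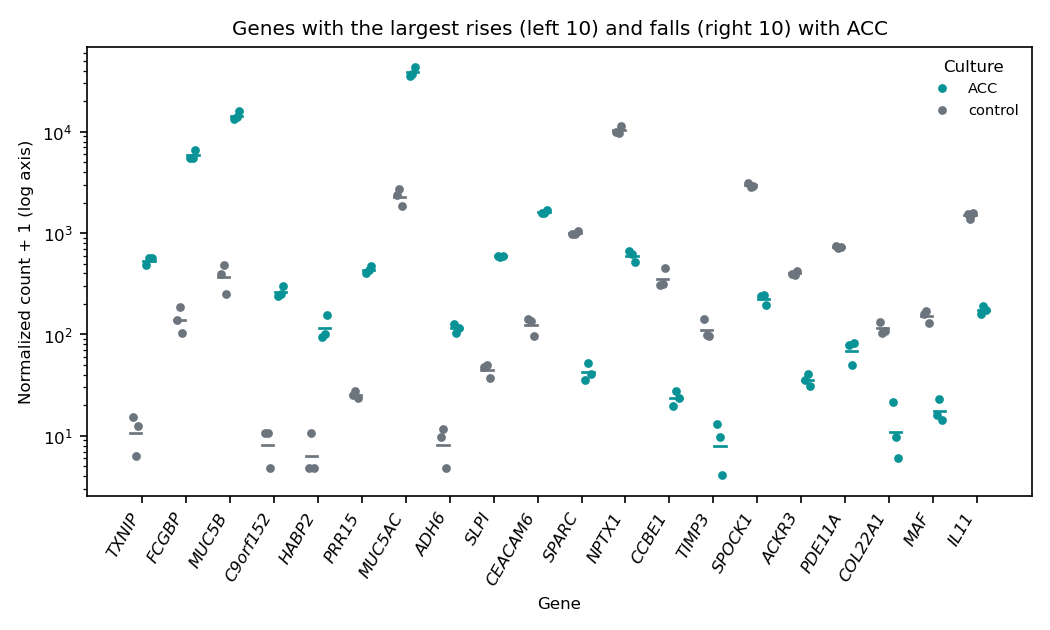
Normalized counts plus 1 (log axis) of the 10 genes with the largest rises and the 10 with the largest falls, by library, in ACC-treated (green) and control (gray) A549 cells. Each point is 1 of 3 libraries and each line the geometric mean. The ACC points of MUC5AC lie around 38809.6, above the control points around 2314.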

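Of the 42 functions in Table 1, 14 have a complete list of molecules in the copy of the supplementary table used here, and the lists of the others are shortened and were not tallied. The 14 lists hold 183 distinct genes, of which 107 were called higher and 74 lower with ACC by limma. These lists were drawn by the study from its own differentially expressed genes, so the counts are not independent evidence of direction. More members were higher than lower in 10 of the 14 functions, and more were lower in 4. Among the 8 of these functions that the paper predicts as increased, 7 had more members higher. Among the 6 predicted as decreased, 3 had more members lower. Transport of metal ion, predicted as increased, had 27 of its 44 molecules higher and 17 lower, with ADRA2A, an adrenergic receptor, and TF, the iron carrier transferrin, among the largest rises and KCNQ5, a potassium channel, among the largest falls. Synthesis of glycosaminoglycan, predicted as decreased, had 6 of 17 molecules higher and 11 lower, and HAS2, a hyaluronan synthase, was among the largest falls. Dysglycemia, predicted as decreased, had 25 of 31 higher and 5 lower, with TXNIP among the largest rises. ADRA2A, TF and KCNQ5 were named after their values were seen, from among the members that moved most. The activation scores of Ingenuity Pathway Analysis rest on the direction each gene is known to push a function, which these tallies do not weigh.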

The full IPA results can be found in the Supplementary Material of this publication. 

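Cell cycle genes were lower with ACC by a small and even amount. Of 39 proliferation genes, 38 were lower and 0 higher at an adjusted p of 0.05 or less from limma (1 higher and 38 lower when adjusted over the list alone), with a median log2 fold change of -0.43. MCM6, a subunit of the replicative helicase, fell from 3586 ± 251 to 2352 ± 88.9 normalized counts (SD, n = 3 each, log2 fold change -0.61, standard error 0.0470, adjusted p = 6.71e-09 from limma). CCNE1, a cyclin of S-phase entry, had a log2 fold change of -0.65, and PCNA, the replication clamp, had 0.09 (adjusted p = 0.0506 from limma). For proliferation genes, camera gave adjusted p = 4.09e-17, and adjusted p = 0.201 with an estimated correlation. Of 28 matrix proteases and inhibitors, 18 were lower and 1 higher (1 higher and 18 lower when adjusted over the list alone). For this list, camera gave adjusted p = 2.88e-06, and adjusted p = 0.111 with an estimated correlation. It was partly drawn up from names in the study and is not independent evidence of its direction. ADAM19, a membrane metalloproteinase, fell from 1741 ± 56.9 to 312 ± 15.3 (log2 fold change -2.48, standard error 0.0550, adjusted p = 2.71e-16 from limma), and the gelatinase gene MMP2 had a log2 fold change of -2.41. TIMP2, an inhibitor of such proteases, also fell (adjusted p = 6.66e-14 from limma). The membrane protease gene MMP14 had a log2 fold change of -0.07 (adjusted p = 0.801 from limma).
Genes of the immune system moved in both directions. Of 19 antigen presentation genes, 10 were higher and 1 lower (10 higher and 1 lower when adjusted over the list alone). For antigen presentation, camera gave adjusted p = 0.00973, and adjusted p = 0.201 with an estimated correlation. HLA-DMB and HLA-DMA, which load peptide onto class II molecules, rose with log2 fold changes of 2.71 and 1.84 (adjusted p = 7.51e-15 and 6.88e-10 from limma). The class I gene HLA-E, which shares sequence with related genes, rose with a log2 fold change of 0.36 (adjusted p = 1.81e-06 from limma). Of 16 leukocyte integrins, coronins and related genes, 12 were higher and 4 lower (12 higher and 4 lower when adjusted over the list alone). For this list, camera gave adjusted p = 0.00621, and adjusted p = 0.201 with an estimated correlation. It was partly drawn up from study names and is not independent evidence of direction. Its members included CD14, a lipopolysaccharide receptor (log2 fold change 1.44), and DOCK2, a leukocyte Rac activator (-2.63). Markers of leukocytes themselves were near the limit of detection, with 1 of 5 tested genes higher and 0 lower (1 higher and 0 lower when adjusted over the list alone). LYZ, which encodes lysozyme, had 4.55 ± 0.730 normalized counts with ACC and 0.610 ± 0.530 in control (SD, n = 3 each). NF-kB and inflammatory cytokine genes had 14 of 25 lower and 6 higher (6 higher and 14 lower when adjusted over the list alone). For the NF-kB list, camera gave adjusted p = 0.00831, and adjusted p = 0.201 with an estimated correlation. RELB, an NF-kB subunit, had a log2 fold change of -1.04 and LCN2, an iron-sequestering secreted protein, 3.10. Interferon-stimulated genes had 7 of 32 higher and 6 lower (7 higher and 8 lower when adjusted over the list alone), and immune checkpoint ligands 4 of 18 higher and 8 lower (6 higher and 8 lower when adjusted over the list alone). Neither list passed limma's camera test (adjusted p = 0.344 and 0.54). The checkpoint ligands had a median log2 fold change of 0.15, a mean of -0.04 and a camera direction toward lower values. From the differentially expressed genes and the functions that Ingenuity Pathway Analysis predicts from them (Table 1), the paper proposes a shift of the A549 cells to a less carcinogenic state with more immune activity.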

Overall, these results suggest that ACC changed A549 lung cancer tumor cells towards an anticarcinogenic phenotype and increased the immune system activity pathways. 

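More genes of pH regulation, lysosomes and metal transport were higher than lower with ACC. Of 24 pH regulation genes, 13 were higher and 4 lower by limma (14 higher and 5 lower when adjusted over the list alone). For pH regulation, camera gave adjusted p = 0.0107, and adjusted p = 0.173 with an estimated correlation. CA12, a carbonic anhydrase of the cell surface on chromosome 15 of GRCh38 from 63321378 to 63381846, rose from 16054 ± 991 to 60887 ± 1398 normalized counts (SD, n = 3 each, log2 fold change 1.93, standard error 0.0400, adjusted p = 2.21e-16 from limma), and CA11, a carbonic anhydrase-related gene, had a log2 fold change of 1.36. The bicarbonate transporter SLC4A7 fell (log2 fold change -0.64, adjusted p = 3.71e-10 from limma), as did the sulfate transporter SLC26A2 (log2 fold change -1.28, adjusted p = 5.55e-12 from limma). Of 20 subunits of the V-ATPase, the proton pump of lysosomes, 6 were higher and 0 lower (6 higher and 0 lower when adjusted over the list alone), with ATP6AP1 at a log2 fold change of 0.42. For the V-ATPase, camera gave adjusted p = 0.0395, and adjusted p = 0.201 with an estimated correlation. Of 31 cathepsin and lysosome genes, 23 were higher and 4 lower (23 higher and 4 lower when adjusted over the list alone). For the lysosome list, camera gave adjusted p = 1.67e-07, and adjusted p = 0.146 with an estimated correlation. The protease genes CTSD and CTSL had log2 fold changes of 1.06 and 0.85.
Metal transport genes had 10 of 25 higher and 4 lower (10 higher and 4 lower when adjusted over the list alone). For metal transport, camera gave adjusted p = 0.0038, and adjusted p = 0.201 with an estimated correlation. STEAP1, a member of a family that includes metalloreductases, rose from 325 ± 32.5 to 1228 ± 40.4 normalized counts (log2 fold change 1.92, standard error 0.0670, adjusted p = 1.05e-13 from limma), and CP, the ferroxidase ceruloplasmin, had a log2 fold change of 2.66. Potassium and sodium channel and pump genes had 16 of 31 higher and 9 lower (17 higher and 9 lower when adjusted over the list alone). The camera test of limma gave, for these genes, adjusted p = 0.0676. They included KCNMA1, a calcium-activated potassium channel (log2 fold change -2.14, adjusted p = 6.66e-14 from limma), and the cotransporter SLC12A2 (log2 fold change 1.51, adjusted p = 3.44e-13 from limma). Calcium handling genes had 13 of 44 higher and 18 lower (13 higher and 18 lower when adjusted over the list alone). The camera test of limma gave, for calcium handling, adjusted p = 0.495. The calcium channel genes CACNA1G, CACNG4 and CACNA1D had log2 fold changes of -1.99, -1.22 and 1.94. The lists of pH regulation, of channels and of calcium handling were partly drawn up from study names and are not independent evidence of direction. The study's list of cellular homeostasis molecules is shortened in the copy used here and was not tallied.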

Interestingly, the homeostasis pathway is predicted to be increased (Table 2).

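Genes of epithelial-mesenchymal transition (EMT) were mostly lower with ACC. Of 177 tested EMT genes, 104 were lower and 35 higher by limma (37 higher and 106 lower when adjusted over the list alone), with a median log2 fold change of -0.45. COL5A1, a fibrillar collagen on chromosome 9 of GRCh38 from 134641803 to 134844843, fell from 10698 ± 276 to 1280.5 ± 128 normalized counts (SD, n = 3 each, log2 fold change -3.07, standard error 0.0540, adjusted p = 2.04e-17 from limma). PMEPA1, a target and inhibitor of TGFβ signaling on chromosome 20 of GRCh38 from 57648392 to 57711536, fell from 23331 ± 1288 to 5176 ± 307 (log2 fold change -2.17, standard error 0.0450, adjusted p = 2.14e-16 from limma). VCAN, a matrix proteoglycan, had 5086 ± 171 normalized counts with ACC and 5105 ± 552 in control (adjusted p = 0.999 from limma). In a pre-ranked enrichment of 12866 genes with at least 50 reads in 1 library, ranked by log2 fold change, 152 EMT genes had a normalized enrichment score of -2.62 (adjusted p = 3.54e-17 from fgsea, a permutation test over genes, for 36 lists). Of these, 74 formed the leading edge. For the EMT list, camera gave adjusted p = 6.86e-11, and adjusted p = 0.0816 with an estimated correlation.
TGFβ signaling genes had 28 of 53 lower and 5 higher (5 higher and 28 lower when adjusted over the list alone), and 49 of them had a normalized enrichment score of -1.92 (adjusted p = 0.00096 from the same permutation test). For the TGFβ list, camera gave adjusted p = 2.33e-05, and adjusted p = 0.102 with an estimated correlation. The receptor gene TGFBR1 had a log2 fold change of -1.26 and RHOA 0.00 (adjusted p = 1.6e-13 and 0.979 from limma). Angiogenesis genes had 11 of 29 lower and 8 higher (8 higher and 11 lower when adjusted over the list alone), with a median log2 fold change of 0.00 and a mean of -0.209. Its 24 ranked genes had a normalized enrichment score of -1.53 that did not pass the threshold (adjusted p = 0.0723 from the same permutation test). The camera test of limma gave, for angiogenesis, adjusted p = 0.294. Among its members THBD, the endothelial anticoagulant receptor thrombomodulin, and JAG1, a Notch ligand, fell, with log2 fold changes of -1.86 and -1.29 (adjusted p = 3.39e-15 and 1.36e-14 from limma). Without ACC replicate 1 the adjusted p of angiogenesis was 0.0492 and without control replicate 3 it was 0.0424, both from fgsea. These tests permute genes and not libraries. Each of the 10 ways of splitting the 6 libraries into 3 and 3 put at least 2 of the 3 lists past the threshold. All splits but the real split mix ACC and control libraries in both groups and keep a part of the ACC difference. A ranking of genes does not depend on its size, so these splits are no null for the enrichment. The EMT median was at most 0.15 in size there and 0 EMT members passed limma, which the mixing brings about and which is no support for the real split.
Collagen genes had 16 of 27 lower and 2 higher (4 higher and 16 lower when adjusted over the list alone), with COL4A2 and COL1A1 at log2 fold changes of -1.50 and -2.15. For collagens, camera gave adjusted p = 3.72e-07, and adjusted p = 0.111 with an estimated correlation. The collagen list was partly drawn up from study names and is not independent evidence. Fibroblast markers, which share COL1A1 and COL3A1 with the collagens, had 6 of 7 lower and 0 higher (0 higher and 6 lower when adjusted over the list alone). For fibroblast markers, camera gave adjusted p = 0.00137, and adjusted p = 0.128 with an estimated correlation.

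**Figure D2:**
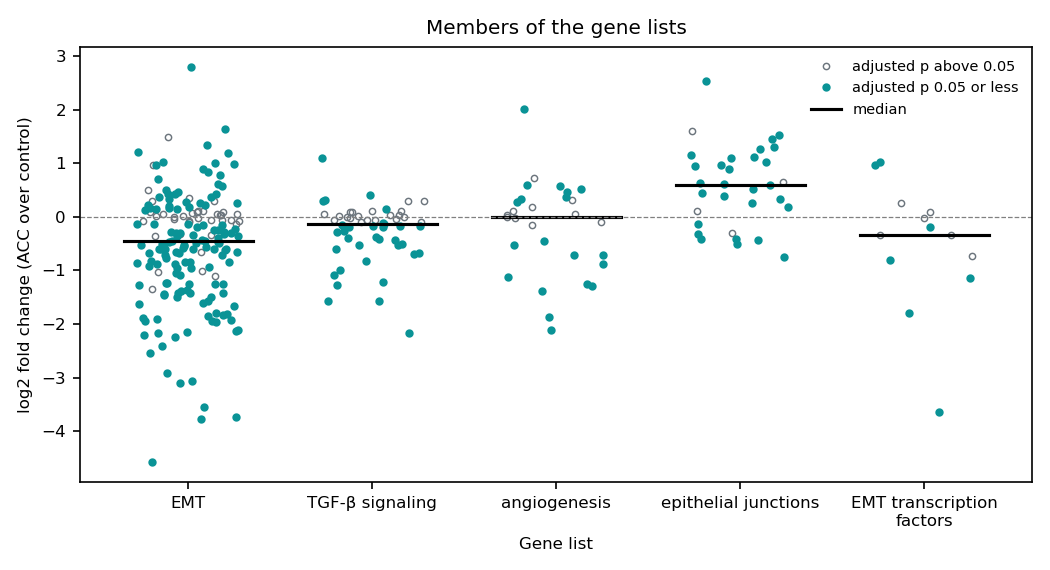
Log2 fold change (ACC over control) of each tested member of 5 gene lists. Filled points have an adjusted p of 0.05 or less from limma, open points do not, and black lines are medians. The EMT median lies at -0.45, the angiogenesis median at 0.00 and the epithelial junction median at 0.60.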

Results from the GSEA seen in Figure 9 show three major cancerous pathways that were downregulated, the EMT, TGFβ and angiogenesis pathways.

## 4. Discussion

In this study, we used a stable form of ACC as observed by XRD (Figure 2), which is composed of primary particles in the nanometric range (40–100 nm) observed in SEM imaging (Figure 3). The ACC solution used in these experiments was able to elevate the pH of the acidified medium with 10% serum, whereas CCC was not able to elevate the pH due to its very poor solubility in mild acidic pH conditions (Figure 1). This improved solubility of ACC compared to crystalline calcium carbonate was demonstrated in previous studies in which it also resulted in improved bioavailability [25,26,27,28].

The treatments in the experiments described here were carried out via IP injections as a systemic route of administration. Moreover, injections were given twice daily to maintain an intensive drug regimen, taking into account that changes in the tumor’s pHe may be transient in nature. This transient elevation of tumor microenvironment pH was detected in a study where nanosized vaterite was intravenously administered to mice in a breast cancer model [67].

The ACC effect on the tumor growth rate was evaluated in two in vivo models of lung cancer: (a) LLC subcutaneous model and (b) A549 subcutaneous xenograft model. ACC produced a significant effect in both models compared to the control (vehicle-treated animals) and decelerated tumor growth rates, as illustrated in Figure 5 and Figure 7. The effect of ACC in the LLC model was similar to that of the positive control animals treated with cisplatin, the long-established chemotherapy drug (as shown in Figure 4 and Figure 5). The most profound effect was observed when cisplatin and ACC treatments were combined. This combination treatment resulted in the lowest growth rate of tumors compared to other treatments with a reduction of 74.75% in tumor volume compared to vehicle (in a statistically significant manner) and may indicate a synergetic effect.

When the activity of cathepsin B in LLC tumors resected from mice treated with vehicle, ACC, and cisplatin is examined, a significantly lower activity was determined for ACC and cisplatin-treated tumors compared to those in vehicle-treated mice (Figure 6). These results support our hypothesis that ACC has an antitumor effect because it elevates the pHe and maintains the base-buffering effect in the tumor microenvironment throughout ACC administration, resulting in less cathepsin B production. Cathepsin B is active in an acidic environment and is associated with poor prognosis and the increased aggressiveness of cancer [15,16,17]. Moreover, cathepsin B levels in the TME are associated with the effect tumor cells have on non-malignant cells in the TME; i.e., their reaction to the acidic environment causes the release of cathepsin B into the intercellular area [15]. Most likely, the reduction in cathepsin B activity observed in cisplatin-treated tumors is a result of the cytotoxic effect on cancer cells, leading to a lower release of cathepsin B by the cells [15]. However, ACC is not a cytotoxic compound, as seen in Figure 4, when added to cancer cells. In vitro normal growth is observed similar to that of the culture medium without ACC. Other studies with ACC and vaterite, either for drug delivery [30] or given as a treatment [36,65], emphasize its safety. Thus, ACC’s therapeutic effect is most likely attributed to the cumulative effects caused by elevating the pHe in the TME, such as the following: (a) lower metastases [7,8,9,10,16,31,32,33,68,69,70]; (b) lower proliferation rates [7,10,14,71]; (c) reduced cathepsin B and other protease activities [15]; (d) increased immune-system ability to react in the tumor environment [21,72]; and (e) decreased chemoresistance [73,74]. The enhanced effect observed in decelerating tumor growth rates when ACC was combined with the cisplatin treatment may indicate decreased chemoresistance or an additive effect of the two compounds. Cisplatin changes the tumor cell’s metabolism and lowers its glycolytic metabolism, which is accompanied by increased oxphos [75,76]. This metabolic shift in cisplatin-treated animals might be another reason for the reduced cathepsin B activity observed in Figure 6. A similar increase in oxphos activity and reduced glycolysis was observed in a “Seahorse Test” that was comparatively performed on the 4T1 murine breast cancer cell line in the presence and absence of ACC (unpublished results). Som et al. [67] observed a similar metabolic shift in HT1080 fibrosarcoma-bearing mice in which glucose uptake was reduced after injection of nano-vaterite [67].

As for the enhanced combination treatment, elevating the pHe by ACC possibly enhances the cisplatin anti-proliferating effect on tumor cells and enhances the shift in metabolism towards oxphos, resulting in lower tumorigenicity. A recent study showed that carbonate ions have no effect on cisplatin’s binding to DNA [77], strengthening the hypothesis that this combined effect of ACC and cisplatin is due to the elevation of pHe by carbonate ions.

An additional explanation for the enhanced effect of the combined treatment might be attributed to a drug-delivery effect. The ACC nanometric structure contains porosity and has a significant surface area (in the range of 40 to 60 m^2^/g), resulting in the high absorption/adsorption capability of molecules such as cisplatin [29]. The half-life of cisplatin is in the range of days in repeated administration [41,78]. It is plausible that ACC particles have encountered cisplatin and created a “loaded” complex. If this has occurred, then once this cisplatin-loaded ACC compound reached the tumor’s acidic environment, an increased local release of the drug was achieved, enhancing the antitumor effect.

The xenograft experiments revealed a similar pattern of decelerating tumor growth rates (as illustrated in Figure 7) for ACC-treated animals compared to the control in a significant manner. The average final volume of ACC-treated mice was 145.6 mm^3^ (Figure 7), which is less than half the size of the average volume of the control group, which was 300.9 mm^3^, amounting to a reduction of 51.6% in tumor volume.

It is well established that cancer cells undergo genetic and epigenetic changes that support their multifaceted cancerous phenotypes [79,80,81,82]. In this study, we evaluated the differential gene expression of an A549 cell line, a human NSCLC line, that was cultured with or without ACC in the medium. There were profound alterations in gene expression patterns (Figure 8). The analysis of the genes’ up- or downregulation differences and their potential involvement in cancer progression (as detailed in Table 1 and Table 2) reveal a general antitumorigenic effect. 

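CD274, which encodes the immune checkpoint ligand PD-L1 on chromosome 9 of GRCh38 from 5450503 to 5470566, fell from 181 ± 5.50 normalized counts (SD, n = 3) in control cells to 47.2 ± 4.23 (SD, n = 3) with ACC (log2 fold change -1.92, standard error 0.123, adjusted p = 4.52e-10 from limma). ITGB2, the beta chain shared by leukocyte integrins on chromosome 21 of GRCh38 from 44885953 to 44931989, rose from 21.4 ± 3.32 to 154 ± 9.60 (log2 fold change 2.81, standard error 0.160, adjusted p = 8.82e-11 from limma). TGFB1, which encodes the cytokine TGFβ1 on chromosome 19 of GRCh38 from 41301587 to 41353922, fell from 7181 ± 259 to 4479 ± 54.9 (log2 fold change -0.68, standard error 0.0360, adjusted p = 2.92e-11 from limma), a change below 2-fold. JUN, a subunit of the AP-1 transcription factor on chromosome 1 of GRCh38 from 58776845 to 58784048, fell from 1544 ± 148 to 428 ± 13.3 (log2 fold change -1.84, standard error 0.0620, adjusted p = 6.52e-14 from limma). For each of these 4 genes the 3 ACC libraries lay on 1 side of the 3 control libraries. Of 23 immediate early and AP-1 genes, 14 were lower and 3 higher (3 higher and 14 lower when adjusted over the list alone). For this list, camera gave adjusted p = 0.00145, and adjusted p = 0.201 with an estimated correlation. DUSP1, a phosphatase of MAP kinases, had a log2 fold change of -1.92, JUNB -1.08 and FOSL2 -0.73, while ATF3 had 133 ± 23.3 normalized counts with ACC and 132 ± 9.96 in control (SD, n = 3 each, adjusted p = 0.993 from limma). Among other checkpoint ligands, CEACAM1 rose (log2 fold change 2.43, adjusted p = 1.22e-11 from limma), and PVR and NECTIN2, ligands of TIGIT, had log2 fold changes of -0.48 and -0.39.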

Some of the altered genes are already serving as treatment targets, e.g., PDL-1, ITBG2, TGFB1, and c-JUN, in many cancer types, including lung cancer [48,49,50,51,52,53,54,55,56,57,58,59,60,61,62,63,64,65,66,67,68,69,70,71,72,73,74,75,76,77,78,79,80,81,82]. Moreover, GSEA analysis showed that the down-regulated genes were enriched in three major precancerous pathways: EMT, TGFβ and angiogenesis. These pathways are associated with acidosis in TME. Although we cannot directly deduce protein functions from the expression of genes, the described results combined with the xenograft’s results indicate that ACC alters cancer cell gene expression to produce anti-tumorigenic effects and, together with the modulation of the acidic tumor microenvironment, results in the in vivo deceleration of tumors. Additionally, downregulated SNAI2/SLUG genes induce angiogenesis, and downregulated JUN indicates a loss of E-cadherin, and reduced cadehrin-2 suggests a reduced invasion capability [52,59,61,63,64].

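SNAI2, which encodes the EMT transcription factor Slug on chromosome 8 of GRCh38 from 48917598 to 48921740, had 4.27 ± 2.66 normalized counts (SD, n = 3) with ACC and 15.9 ± 1.95 (SD, n = 3) in control (log2 fold change -1.80, standard error 0.399, adjusted p = 0.0012 from limma), with at most 19 reads in a library, under the minimum of 30. CDH1, which encodes E-cadherin, the adhesion molecule of epithelial cells, on chromosome 16 of GRCh38 from 68737292 to 68835537, rose from 1485 ± 129 to 3182 ± 60.8 (log2 fold change 1.10, standard error 0.0520, adjusted p = 6.03e-12 from limma). CDH2, which encodes the mesenchymal cadherin N-cadherin on chromosome 18 of GRCh38 from 27932879 to 28177946, fell from 2945 ± 23.8 to 1098 ± 39.7 (log2 fold change -1.42, standard error 0.0420, adjusted p = 9.98e-15 from limma). SNAI1, a related repressor of E-cadherin, fell from 315 ± 41.8 to 142 ± 17.9 (log2 fold change -1.14, standard error 0.108, adjusted p = 9.05e-08 from limma), and ZEB2, another, had 169 ± 10.4 with ACC and 171 ± 11.8 in control (adjusted p = 0.903 from limma). EMT transcription factors had 5 of 13 lower and 2 higher (2 higher and 5 lower when adjusted over the list alone), the higher being FOXC1 and SOX9 with log2 fold changes of 0.97 and 1.03. The camera test of limma gave, for these factors, adjusted p = 0.373. Of 32 epithelial junction genes, 21 were higher and 7 lower (22 higher and 7 lower when adjusted over the list alone). For epithelial junctions, camera gave adjusted p = 0.000156, and adjusted p = 0.201 with an estimated correlation. ELF3, an epithelial transcription factor, had a log2 fold change of 0.89, TJP3, a tight junction protein, 2.54 and PKP2, a desmosome protein, 1.45.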

New and safe treatments for lung cancer are still being researched, especially those that can be given in combinations. The results presented here, although preliminary, present the anti-cancer activity of ACC. Although direct evidence is not yet established, the known properties of ACC (i.e., increased solubility in mild acidic conditions and bioavailability) support the hypothesis that these anti-tumorigenic effects are due to modulation of the pHe in the TME. Moreover, the enhanced effect of the combined ACC and chemotherapy (cisplatin) is very promising for further developing ACC as an anticancer treatment.

The main limitation of this study is the lack of direct evidence for changes in tumor pHe. This study revealed efficacy in treating cancer, which is associated with TME acidosis, but more direct evidence is still needed. In addition, we did not evaluate metastasis.

Further research progression is needed for understanding ACC biomedical mechanisms, its pharmacokinetics as a function of administration modes, and the evolution of its improved formulations (oral and inhalation).

## 5. Conclusions

In conclusion, ACC has demonstrated efficacy in reducing tumor growth rates in vivo in two NSCLS models (LLC and A549 xenograft). ACC has also reduced cathepsin B activity in LLC tumors and has altered the gene expression of the A549 cell line toward an anti-tumorigenic phenotype. All the study outcomes are associated with the tumor’s acidic microenvironment and its modulation. These results, combined with the substantial safety of ACC, strongly support the rationale for further accelerating the clinical evaluation of ACC as an anti-malignancy substance.

## 6. Patents

ACC synthesis and uses are protected by several patents. The most relevant patents for this paper are as follows: US 14/744,726; WO 2017/125917; WO 2021/181372.

## Figures and Tables

**Figure 1:**
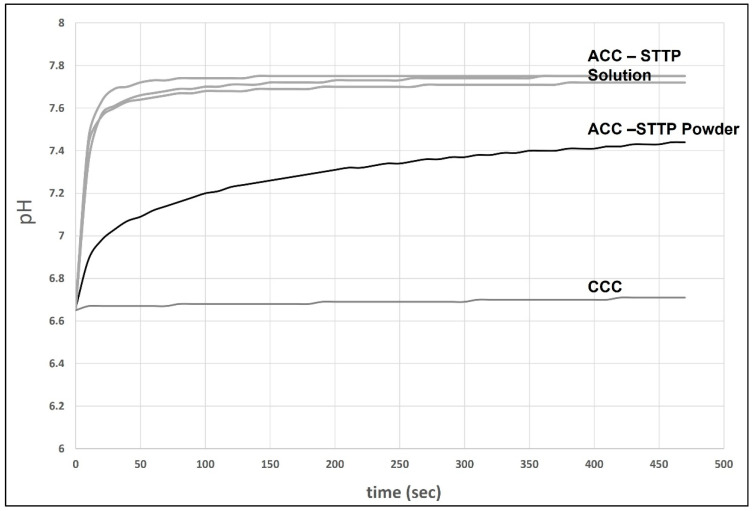
ACC effect on pH. Medium pH change after adding the following solutions: (1) ACC stabilized with STTP, a freshly prepared suspension, similar to the suspensions used in these experiments (repeated 3 times). (2) Solid dried ACC powder that was resuspended in water (4% *w*/*v*). (3) CCC powder that was resuspended in water (4% *w*/*v*).

**Figure 2:**
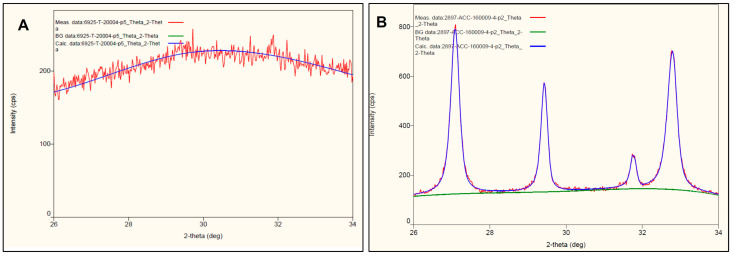
XRD diffractograms of (**A**) completely amorphous ACC and (**B**) the partially crystallized one (the blue line picks) in the angle range from 26 to 34.

**Figure 3:**
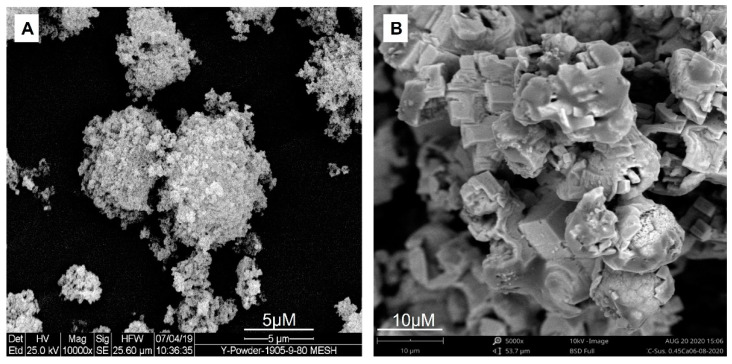
Scanning electron microscopy representative images of (**A**) stabilized ACC and (**B**) ACC that was crystallized when the processing line malfunctioned.

**Figure 4:**
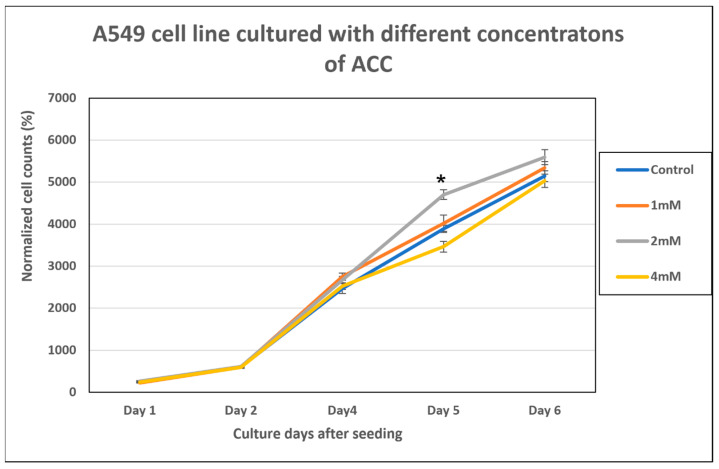
Cell counts of A549 cells cultured with 1, 2, and 4 mM elemental calcium in ACC suspensions, compared to the control (regular DMEM-F12 medium). The graph is presented as the normalized percentages, compared to seeding day, which constitutes 100%. Data are presented as mean ± SEM. * This is a statistically significant result relative to the control and other groups (*p* < 0.05).

**Figure 5:**
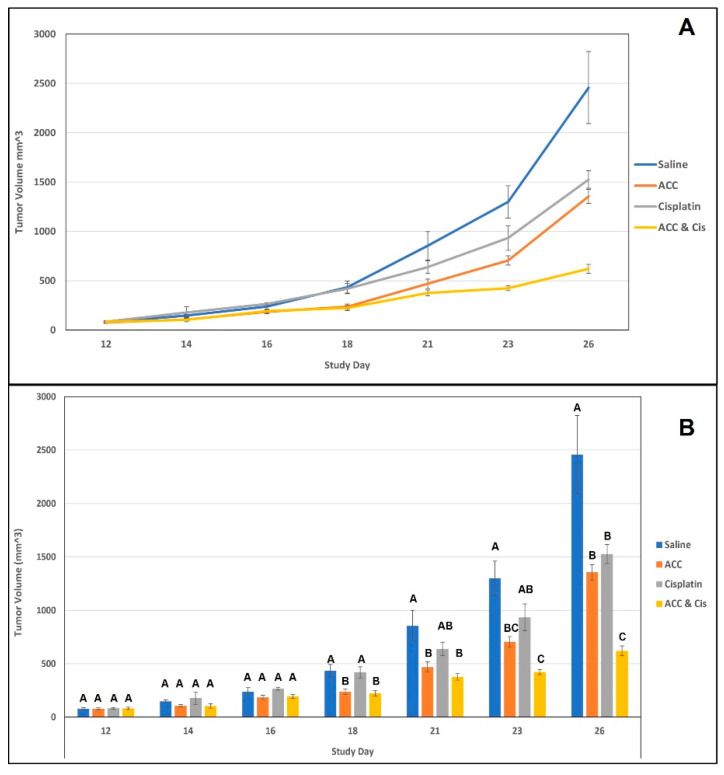
This figure shows the tumor volumes of each treatment group during the treatment days of the experiment (days 12 to 26). Data are presented as mean ± SEM. (**A**) presents the tumor volume as a continues change throughout the treatment days. (**B**) shows the same results but with the statistical analysis done for each measurement day. Statistical significances are represented by different letters (*p* < 0.05). N = 8, per group.

**Figure 6:**
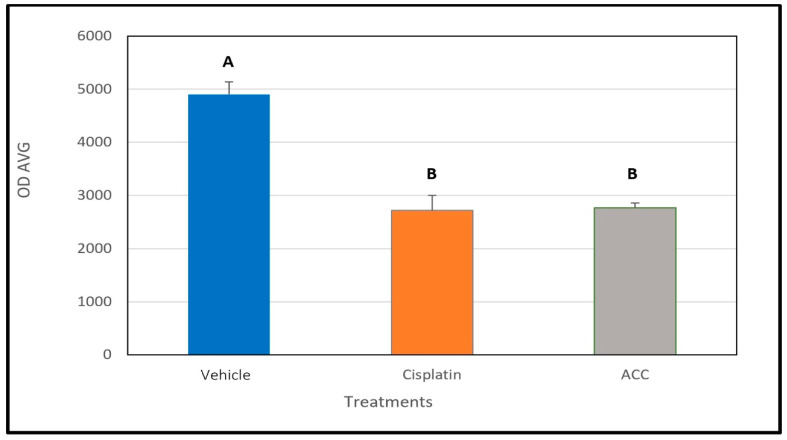
The effect of the different treatments on cathepsin B activity in tumors resected on day 26 (n = 8, per group). Data are presented as the mean ± SEM. Different letters represent a statistical significance of *p* < 0.05.

**Figure 7:**
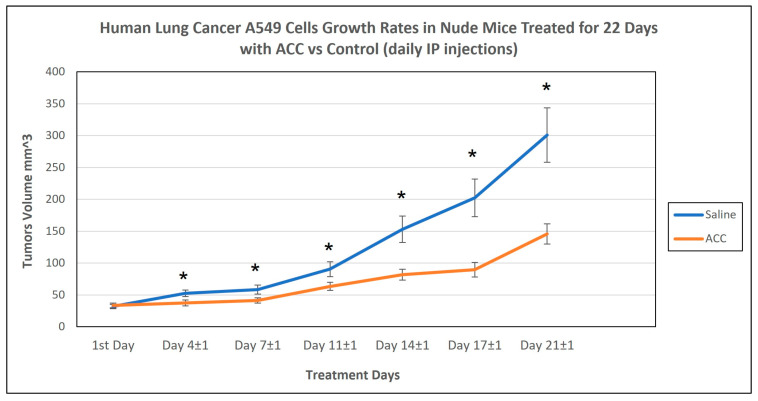
Xenograft model of A549 NSCLC human lung cancer tumor model transplanted subcutaneously into nude mice. The graph represents the combined results of two experimental cohorts. Treatments of ACC or vehicle were given daily via IP injections, and n = 19 per group. Data are presented as the mean ± SEM. For each measurement day, Student’s *t*-test analysis was performed. The results were statistically significant from day 4 ± 1 onwards, * representing a statistical significance between the treatment groups (*p* < 0.05).

**Figure 8:**
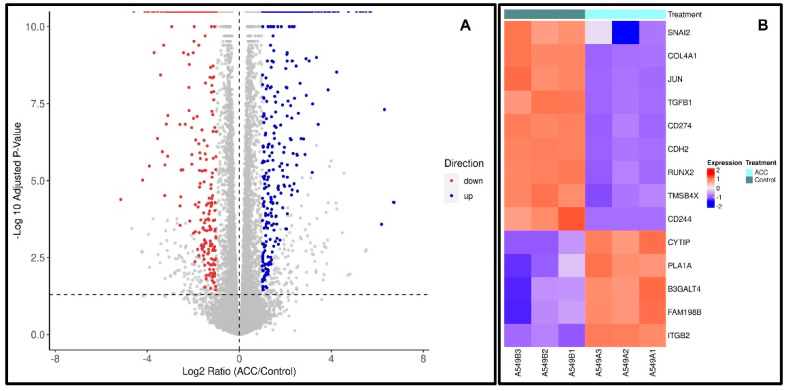
A549 lung cancer cells’ differential gene expression, evaluated for ACC-treated cells versus non-treated cells. (**A**) depicts a volcano plot, wherein each spot indicates a gene and its log2-fold change vs. log10-adjusted *p*-value. Light blue dots indicate genes that were significantly downregulated. Red dots indicate genes that were significantly upregulated. Gray dots indicate all other genes. (**B**) is a heatmap representation of selected differentially expressed genes of interest (a total of 14 genes). The log2-normalized counts were standardized to have a zero mean and standard unit variance for each gene. The expression profile is accompanied by a color bar indicating the standardized log2-normalized counts. It is important to note that two of the genes of interest had low counts but are still included here.

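Of the 14 genes of interest, 9 were lower and 5 higher with ACC, all at an adjusted p of 0.05 or less from limma. The study selected these genes as differentially expressed in the same libraries, so their passing here is not independent evidence. COL4A1, a basement membrane collagen on chromosome 13 of GRCh38 from 110148963 to 110307157, fell from 4458 ± 262 to 1013 ± 41.4 normalized counts (SD, n = 3 each, log2 fold change -2.14, standard error 0.0470, adjusted p = 2.71e-16 from limma). RUNX2, a transcription factor of bone formation on chromosome 6 of GRCh38 from 45328157 to 45664349, fell from 59.4 ± 4.27 to 3.87 ± 0.880 (log2 fold change -3.65, standard error 0.270, adjusted p = 3.23e-09 from limma). TMSB4X, which encodes the actin-binding thymosin beta 4, fell from 22245 ± 675 to 13348 ± 739 (log2 fold change -0.74, standard error 0.0400, adjusted p = 3.63e-11 from limma), a change below 2-fold of a gene with pseudogene copies that may share its reads. PLA1A, a phospholipase on chromosome 3 of GRCh38 from 119597875 to 119629811, rose from 2.84 ± 2.58 to 30.3 ± 5.74 (log2 fold change 3.22, standard error 0.419, adjusted p = 4.76e-06 from limma). B3GALT4, a galactosyltransferase, rose from 36.6 ± 7.87 to 98.2 ± 9.62 (log2 fold change 1.42, standard error 0.175, adjusted p = 2.47e-06 from limma), and FAM198B from 92.3 ± 15.3 to 186 ± 10.8 (log2 fold change 1.01, standard error 0.123, adjusted p = 2.16e-06 from limma). CYTIP, which encodes a protein that binds cytohesin, had 70 reads over the 3 ACC libraries and 1 over the 3 control libraries (adjusted p = 5.38e-07 from limma), a ratio of 72.9 after division by the summed size factors, with a 95% counting interval from 12.7 to 2918. CD244, a receptor of natural killer cells, had 0 reads with ACC and 26 in control, at least 8.35-fold lower against a floor of 3 reads over the group, with at most 12 reads in a library (adjusted p = 0.000124 from limma). The interval and the floor cover counting error only.

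**Figure D3:**
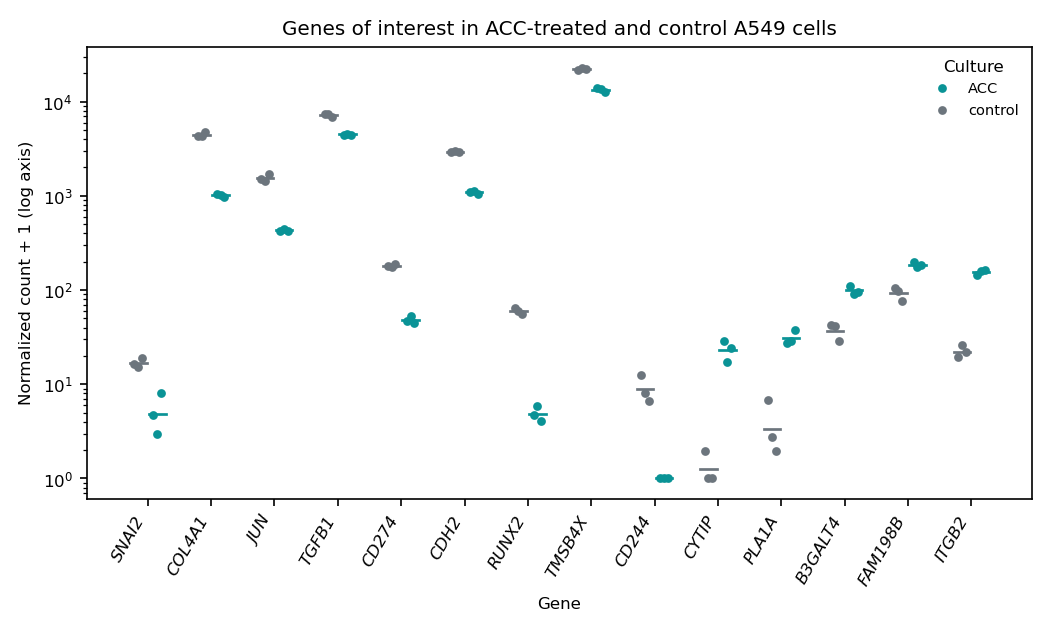
Normalized counts plus 1 (log axis) of the 14 genes of interest, by library, in ACC-treated (green) and control (gray) A549 cells. Each point is 1 of 3 libraries and each line the geometric mean. The ACC libraries of CD244 all lie at 1, that is 0 reads.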

**Figure 9:**
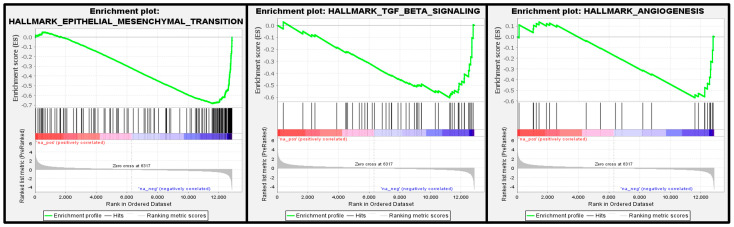
Gene-set enrichment analysis (GSEA) of selected pathways. FDR q-values were: 0.0 for epithelia mesenchymal transition; 0.020316496 for TGFβ signaling; 0.020316496 for the angiogenesis pathways.

**Table 1:** The influence of the differential expression of genes in A549 lung cancer cells and ACC-treated cells versus non-treated cells on different pathways.

Diseases or Functions	Predicted Activation	Activation z-Score
Glucose metabolism disorder	Decreased	−2.866
Lymphoreticular neoplasm	Decreased	−2.627
Cancer of cells	Decreased	−2.543
Dysglycemia	Decreased	−2.441
Development of digestive organ tumor	Decreased	−2.304
Migration of smooth muscle cells	Decreased	−2.258
Cell movement of smooth muscle cells	Decreased	−2.218
Tumorigenesis of epithelial neoplasm	Decreased	−2.177
Lymphohematopoietic cancer	Decreased	−2.174
Hematologic cancer	Decreased	−2.174
Myeloid or lymphoid neoplasm	Decreased	−2.167
Neoplasia of blood cells	Decreased	−2.164
Growth of smooth muscle	Decreased	−2.158
Synthesis of glycosaminoglycan	Decreased	−2.154
Formation of solid tumor	Decreased	−2.153
Liver lesion	Decreased	−2.152
Hematological or lymphatic system tumor	Decreased	−2.095
Hematologic cancer of cells	Decreased	−2.064
Proliferation of smooth muscle cells	Decreased	−2.037
Lymphoma	Decreased	−2.011
Lymphatic system tumor	Decreased	−2.004
Immune mediated inflammatory disease	Increased	2.031
Cell death of immune cells	Increased	2.11
Differentiation of mononuclear leukocytes	Increased	2.117
Breast or ovarian carcinoma	Increased	2.178
Breast cancer	Increased	2.178
Acute lung injury	Increased	2.188
Transport of metal	Increased	2.214
Transport of metal ion	Increased	2.322
Relaxation of muscle	Increased	2.348
Breast or ovarian cancer	Increased	2.373
Breast or gastric cancer	Increased	2.373
Breast or gynecological cancer	Increased	2.373
Lung injury	Increased	2.386
Transport of monovalent inorganic cation	Increased	2.433
Transport of inorganic cation	Increased	2.496
Multiple cancers	Increased	2.556
Breast or pancreatic cancer	Increased	2.557
Secretion of molecule	Increased	2.581
Leukopoiesis	Increased	2.654
Cellular homeostasis	Increased	2.712
Transport of molecule	Increased	3.239

**Table 2:** A summary of selected genes that were statistically differentially expressed in ACC-treated cells compared to untreated cells and their possible antitumorigenic role. It is important to note that 2 of the genes of interest had low counts but are still included here. The genes are SNAI2 and CD244, which had low counts of 19 and 12, respectively.

Gene Name (Encoded Protein)	ACC Effect on Gene Expression Fold Change (*p* Value; *p* adj)	Potential Outcome Meaning and Relevant References
CD274 (PDL-1)	−3.8 (0; 0)	Activation of the immune response [47,48,49]
CYTIP (Cytohesin 1-Interacting Protein)	+72.5 (3.75 × 10^−5^; 2.62 × 10^−4^)	Activation of the immune response of T cells [50].
ITGB2 (CD18)	+7.2 (0; 0)	ITGB2 overexpression inhibited the proliferation, migration, and invasion of NSCLC cell lines [51].
JUN (Protooncogene JUN)	−3.6 (0; 0)	Inhibition of c-JUN decreased angiogenesis in A549 cells in vivo and in vitro [52].
RUNX2 (RUNX2 or CBF- alpha-1)	−15.35 (0; 0)	RUNX2 was overexpressed in the tissues of patient with primary NSCLC and lung metastasis. Moreover, overexpression observed when epithelial–mesenchymal transition (EMT) increased. Additionally, absence of RUNX2 decreased EMT and invasion capacity in A549 cells [53].
CD244/2B4 (CD244)	−227.54 (0.00441; 0.0191)	CD244 is an immunomodulator of T-cells and NK cells. It is associated with an immunosuppressive environment in cancer [54].
TGFB1-(TGF β)	−1.6 (0; 0)	TGF-β1 signaling is a potent inducer of the EMT in various types of cancer, including NSCLC [55,56] and specifically in A549 cells [57].
TMSB4X (Thymosin beta4)	−1.67 (0; 0)	Upregulation of TMSB4X was found to be associated with chemoresistance in lung cancer tissues [58].
SNAI2/SLUG-(Snail Family Transcriptional Repressor 2)	−3.758 (0.0031; 0.014)	Overexpression of SNAI2 is associated with EMT and poor prognosis of cancer patients [59] and with loss of E-cadherin (which is associated with increased infiltration and invasiveness) [60].
COL4A1 (collagen type IV alpha chain 1)	−2.14 (0; 0)	Overexpression is associated with increased proliferation and migration and poor prognosis in several cancers [61,62]
CDH2 (Cadherin-2)	−1.42 (0; 0)	High expression is associated with angiogenesis promotion and poor survival in lung cancer [63], as well as with increased likelihood of brain metastasis [64].
PLA1A (phosphatidylserine-specific phospholipase A1)	+3.43 (1.29 × 10^−8^; 1.5 × 10^−7^)	Overexpression has been found to limit aggressiveness in lung adenocarcinoma [65]
B3GALT4	+1.42 (10^−10^; 1.3 × 10^−9^)	Overexpression associated with remodeling of TME and enhancing immunotherapy efficacy [66]

## Data Availability

The RNA-Seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [44] and are accessible through GEO Series accession number GSE235316 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE235316). Accessed on 21 June 2023.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15153785/s1, Ingenuity full analysis results of Disease and Function. File name: IPA_output_user_background_030723.xls.

How the deposited data were processed for this re-analysis (not part of the article)

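RNA from A549 cells grown for 8 passages with 2 mM ACC in calcium-free medium (3 cultures) or in regular medium with 1.1 mM calcium chloride (3 cultures) was sequenced. Samples were grouped by the treatment and replicate number in the submitters' labels and the paper. The authors trimmed reads with Cutadapt, mapped them to GRCh38 with STAR 2.4.2a, counted reads per gene with htseq-count and compared the groups with DESeq2, as the paper's methods state. The signal values deposited by the authors are counts per gene divided by DESeq2 size factors, to 2 decimals. The log2 fold changes, p-values and adjusted p-values in the authors' deposited table come from their own DESeq2 comparison and were used only where that table is named. Of the 24846 genes, 1873 have no read in any library, and 401 of these carry a p-value in the authors' deposited table. No column of values was left unmapped.

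Each library's values are whole multiples of 1 step, and 100% of the positive values lie within 0.1 read of a whole number after division by it, so the reads per gene were recovered. Reads in genes ranged from 21771645 to 24805486 per library. The design, fixed before the data were examined, had foreseen raw counts and edgeR, and stated that limma on log2(value + 1) would be used for normalized counts, which is what was done. edgeR's quasi-likelihood test on the recovered reads, an alternative added after the data were seen, called 551 genes higher and 430 lower. R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and fgsea 1.28.0 were used.

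The main comparison used limma with a mean-variance trend on log2(normalized count + 1) for the 19318 genes with normalized counts summing to at least 10, and Benjamini-Hochberg adjustment. A gene was called at an adjusted p of 0.05 or less, a fold change of at least 2 and at least 30 reads in 1 library, the paper's thresholds. Simulated data for ACC against control had 200 changed genes among 19318, drawn from genes with a mean of at least 30 normalized counts. At an adjusted p of 0.05 or less alone, limma recovered 91% of the genes changed 1.5-fold, in the right direction. It recovered 100% of those changed 2-fold and 4-fold, and 0.021% of 18840 unchanged genes passed. The fold and read thresholds of a call were not applied there. In the real data 8358 genes passed the adjusted p, far more than were changed in the simulation. The biological coefficient of variation was 3.77%. Replicate libraries differed by more than sampling noise, with a mean chi-square per gene from 2.97 to 6.23, so no library was counted as a copy of another. This spread does not show whether the cultures of a group were passaged apart. RNA extraction and library preparation can add to it.

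There were 41 gene lists, of which 39 had at least 5 tested genes and were tested with limma's camera at a preset correlation of 0.01, with adjustment over the 39 lists. The lists for EMT, TGFβ signaling and angiogenesis were written from general knowledge under the names of the Hallmark sets, and the Molecular Signatures Database was not used here, so membership can differ from that of the paper. These lists were tested with fgsea on 12866 genes with at least 50 reads in 1 library, ranked by log2 fold change, with adjustment over 36 lists. The precision of the fgsea p-values was raised after the first result was seen, because 1 p had reached the default limit, and no call changed. Of the 41 lists, 9 were partly drawn up from names in the study.

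Genes named in the text are those of Table 2 and Fig. 8B, whose Table 2 values in the paper had been seen, with CDH1 and CTSB, the 10 largest rises and the 10 largest falls among called genes with a mean of at least 100 normalized counts in the higher group and groups without overlap, and up to 4 members of each described list with the smallest adjusted p, with a member that did not pass chosen by the largest p or the highest mean count. Coordinates are those of GENCODE 44 on GRCh38. The alternatives were other scalings, filters, pseudocounts, tests, a block on the replicate number and leaving out each library. Settings first written for edgeR were applied to limma where they have a counterpart, with treat for edgeR's test against a fold and the moderated statistic for its signed F. The study's list of cellular homeostasis molecules is shortened in the copy used here and was not analysed here. Some members of the described lists are not reported here.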

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

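The lists of mucus, mitochondrially encoded, acute phase, ATF4, endoplasmic reticulum, NRF2 and antigen presentation genes are groups that the paper does not discuss, in which most tested members were higher with ACC and camera gave an adjusted p of 0.05 or less at the preset correlation, which none of them kept with an estimated correlation (lowest adjusted p = 0.111); this choice was made after the list results were seen. The cell cycle genes, which were lower, were added after the results were seen. The tests of GC content and length, of culture density, of the share of mitochondrial RNA and of the normalization were also chosen after the results were seen, and so was the requirement of a margin of 1 standard deviation for the 9p21 test.

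Airway mucus and secretory genes had a median log2 fold change of 2.504 with ACC, with 23 of 28 tested genes higher and 2 lower by limma (23 higher and 2 lower when adjusted over the list alone; camera adjusted p = 6.03e-15, and adjusted p = 0.128 with an estimated correlation). The list was partly drawn up from study names and is not independent evidence. AGR2, a folding enzyme of mucin-secreting cells, rose from 2504 ± 400.2 to 17173 ± 893 normalized counts (SD, n = 3 each, log2 fold change 2.79, standard error 0.0760, adjusted p = 3.71e-15 from limma), and FOXA2 had a log2 fold change of 0.00 (adjusted p = 0.967 from limma). The correction for GC content and transcript length first set for this test moved genes by a median of only 0.015 and decides nothing, so it was replaced. The 100 other genes nearest to each member in GC content and length had a median log2 fold change of -0.010 over the 28 members (standard deviation 0.055), where a trend on GC content or length would move them alike, which argues against such a trend as the source. Cells of another origin that keep the 9p21 region, which A549 cells lack, cannot be told apart from a change within the A549 cells, because the summed normalized counts of MTAP, CDKN2A and CDKN2B were near the limit of detection (11.99 on average with ACC, against 13.29 in the highest control library); under the criterion as first written, without the margin, this value would have counted against such cells. The change of calcium source and amount, the carbonate, and selection over 8 passages all stay open, since the design does not separate them.

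Cell cycle genes were lower with ACC by an even amount, with a standard deviation of 0.137 over the members on the log2 scale. Their median lay at -0.423 relative to 13821 other genes with at least 30 reads, whose own median was -0.003, and a wrong size factor, which moves all genes alike, cannot give this gap. The genes nearest to the members in GC content and length had a median of 0.001 (standard deviation 0.039 over the members), which argues against a trend on either. Targets of YAP and TAZ, which fall as cultures become dense, were lower (18 of 24 lower and 3 higher, 3 higher and 20 lower when adjusted over the list alone; adjusted p = 3.87e-06 from camera, and adjusted p = 0.201 with an estimated correlation), which is consistent with denser cultures at harvest as a candidate explanation, although IGFBP3 rose (log2 fold change 1.19, adjusted p = 8.65e-15 from limma). Cell density at harvest was not analysed here. The paper's separate growth experiment counted A549 cells with ACC in calcium-depleted medium and in regular medium. At the ACC dose sequenced here it reports no significant difference from control, except for a day on which counts with ACC were higher. Those counts give no sign of slower growth with ACC. They cover days after seeding and not the passages sequenced here, so they do not give the density at harvest. A direct effect of ACC on the cell cycle stays open beside denser cultures.

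Mitochondrially encoded genes had a median log2 fold change of 0.302, with 9 of 13 higher and 1 lower by limma (10 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.000612, and adjusted p = 0.475 with an estimated correlation), but they did not move together. MT-ND1 rose from 45089 ± 1455 to 96171 ± 13825 normalized counts (SD, n = 3 each, log2 fold change 1.08, standard error 0.0670, adjusted p = 2.85e-10 from limma), MT-CYB had a log2 fold change of 1.03, and MT-ND6 had 0.04 (adjusted p = 0.732 from limma). The highest and lowest of the 13 lay 1.577 apart on the log2 scale and moved in opposite directions, which a larger share of mitochondrial RNA alone cannot give. The medians of the genes nearest to each member in GC content and length spanned only 0.145, which argues against a trend on either as the whole source. Without ACC replicate 2, the library with the largest mitochondrial share, the range was 1.551. Reads shared with nuclear copies of mitochondrial genes were not tested and stay open, as does a biological difference in mitochondrial RNA.

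Fibrinogen, complement and acute phase genes had a median log2 fold change of 1.982, with 24 of 28 higher and 1 lower by limma (24 higher and 1 lower when adjusted over the list alone; camera adjusted p = 3.2e-13, and adjusted p = 0.201 with an estimated correlation), in a list partly drawn up from study names and so not independent evidence, and FGA and C5 had log2 fold changes of 2.43 and 1.61. Targets of the amino acid response factor ATF4 had a median of 0.539, with 33 of 42 higher and 4 lower (33 higher and 5 lower when adjusted over the list alone; camera adjusted p = 4.57e-15, and adjusted p = 0.111 with an estimated correlation), led by the serine synthesis gene PHGDH (log2 fold change 1.41, adjusted p = 5.36e-15 from limma) and by PCK2 and TRIB3 with log2 fold changes of 1.62 and 1.34. Chaperones of endoplasmic reticulum stress had a median of 0.373, with 24 of 26 higher and 0 lower (25 higher and 0 lower when adjusted over the list alone; camera adjusted p = 1.29e-13, and adjusted p = 0.146 with an estimated correlation), led by XBP1 (log2 fold change 1.47, adjusted p = 2.74e-13 from limma) and HERPUD1 with a log2 fold change of 1.12. NRF2 targets had a median of 0.453, with 23 of 26 higher and 1 lower (23 higher and 1 lower when adjusted over the list alone; camera adjusted p = 6.52e-14, and adjusted p = 0.111 with an estimated correlation), among them the glutathione peroxidase GPX2 (log2 fold change 1.76, adjusted p = 1.43e-12 from limma) and AKR1C1 with a log2 fold change of 1.33, a gene that may share reads with its near-identical neighbour AKR1C2. Antigen presentation genes had a median log2 fold change of 0.207, with 10 of 19 higher and 1 lower (10 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.00973, and adjusted p = 0.201 with an estimated correlation).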

How the results depend on the processing

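The pseudocounts of 0.5 and 5, TMM scaling and edgeR on the recovered reads were chosen after the data were seen, and the other alternatives before. Leaving out each library in turn gave 491 to 568 higher and 415 to 451 lower genes, 913 to 998 in total. Without the fold threshold 3775 genes were higher and 3923 lower (7698), and with treat against a fold of 1.2, 1514 and 1269 (2783), since these settings ask for smaller changes. All 14 genes of interest passed the adjusted p in each scaling, pseudocount, replicate block, left-out library and count-based tool run, and without a filter, and 13 with filterByExpr, which leaves out CD244. The study selected these genes as differentially expressed in the same libraries, so this shows little dependence on the processing and is not independent evidence. Of 39 lists, 0 passed with an estimated correlation in camera and 34 with fry, which does not compare a list with other genes. The EMT list had an adjusted p of 0.0816 and TGFβ signaling 0.102 from camera with an estimated correlation. Their estimates were 0.009 and -0.008, not above the preset 0.01. With an estimate, camera rests on the few residual degrees of freedom of the 6 libraries, so these values do not show an effect of correlation among genes. Angiogenesis, which did not pass in the main test, had an adjusted p of 0.00101 with fry, 0.0166 when ranked by the moderated statistic and 0.0476 with a pseudocount of 5. With each library left out it ranged from 0.0424 (without control replicate 3) to 0.0933 (without control replicate 1), and it was 0.0492 without ACC replicate 1. The gene VCAN had a log2 fold change of -0.093 without control replicate 3 (adjusted p = 0.0479 from limma) and up to 0.053 without another library. With fry the direction of calcium-NFAT responsive genes (adjusted p = 0.0313), cholesterol synthesis (0.00392) and glycosaminoglycan synthesis (0.00744) was opposite to that of camera. The cause was not tested. Replicate numbers do not pair the samples: same-numbered libraries deviated with correlations of -0.119, 0.049 and -0.053 across 12298 genes, and no ACC library correlated best with its own number. With the replicate block 968 genes were called, as without it, and the genes past the adjusted p alone went from 8358 to 8152. Other scalings moved the median of all genes by at most 0.006 in size. Depth limits genes under 30 reads, among them SNAI2 and CD244.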

Differences from the paper's values

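CYTIP had a fold change of 18.47 on the log2(normalized count + 1) scale, against the paper's 72.5 (Table 2). Among the alternatives set before the data were examined, DESeq2 on the recovered reads gave 67.74, within the paper's value, and the others, from 16.5 without ACC replicate 1 to 33.75 with limma-voom, did not. edgeR on the recovered reads, chosen after the values were seen, gave the gene CYTIP a log2 fold change of 5.73, within 1.5 times of the paper's fold, and all 14 genes of interest passed its adjusted p. The ratio of pooled reads divided by the summed size factors, 72.9, rests on 1 control read.

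TGFβ signaling had an adjusted p of 0.00096 from fgsea, against the paper's FDR q-value of 0.020316496, and none of the alternatives set before the data were examined came within 1.5 times the paper's value. With each library left out it ranged from 0.000355 (without control replicate 3) to 0.00455 (without control replicate 1). Angiogenesis had an adjusted p of 0.0723, against the paper's 0.020316496. Of the alternatives set before the data were examined, ranking by the moderated statistic gave 0.0166, within 1.5 times of the paper's value, and the others did not, although fry (0.00101) and the fits without ACC replicate 1 (0.0492) and without control replicate 3 (0.0424) also lay under 0.05. A pseudocount of 5, chosen after the values were seen, gave 0.0476 and kept EMT and TGFβ signaling past the threshold. The lists here were not those of the paper. The paper's q-values come from the GSEA application over the Hallmark sets. The values here are Benjamini-Hochberg adjusted over 36 lists for fgsea and 39 for camera and fry, which are also other tests. The size of an adjusted p beside a q-value is therefore no measure of agreement. For TGFβ signaling the fgsea result had the paper's direction and also lay under 0.05.

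The paper describes angiogenesis as downregulated. Of 29 tested angiogenesis genes 11 were lower and 8 higher by limma, with a median log2 fold change of 0.00 and a mean of -0.209. The normalized enrichment score of -1.53 has the paper's direction and did not pass the threshold, and THBD and JAG1 were among the lower (log2 fold changes -1.86 and -1.29). The paper's Discussion reads the lower JUN as a loss of E-cadherin, while its Table 2 ties that loss to overexpressed SNAI2. CDH1, which encodes E-cadherin, was higher with ACC (log2 fold change 1.10, adjusted p = 6.03e-12 from limma). This is opposite to the Discussion's reading of JUN. It has the direction that Table 2 would give for the lower SNAI2 (log2 fold change -1.80, at most 19 reads in a library). JUN and CDH2 were lower as in the paper (log2 fold changes -1.84 and -1.42). Table 2 gives its values as fold changes, and those of COL4A1 (the paper's -2.14), CDH2 (-1.42), PLA1A (3.43) and B3GALT4 (1.42) lie close to the log2 fold changes here (-2.14, -1.42, 3.22 and 1.42), while those of CD274, ITGB2, JUN, TGFB1 and TMSB4X lie close to the linear folds here. The paper's methods give a 2-fold threshold, and the authors' deposited table is marked at 1.5-fold. For CD244 the paper's fold is -227.54, and the reads here allow only at least 8.35-fold lower.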

Other observations

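Genes of glycolysis and oxygen use moved in both directions. Glycolysis and lactate export genes had 6 of 27 higher and 13 lower (6 higher and 14 lower when adjusted over the list alone; camera adjusted p = 0.0676). LDHA, which makes lactate from pyruvate, fell from 43937 ± 1955 to 26747 ± 1357 normalized counts (SD, n = 3 each, log2 fold change -0.72, standard error 0.0410, adjusted p = 8.05e-11 from limma), PFKFB3, an activator of glycolysis, had a log2 fold change of -0.70 and the hexokinase HK1 0.46. Nuclear genes of oxidative phosphorylation had 7 of 75 higher and 23 lower (5 higher and 23 lower when adjusted over the list alone; camera adjusted p = 0.0643), with UQCRC1 at a log2 fold change of -0.28. Hypoxia genes had 11 of 27 higher and 7 lower (11 higher and 8 lower when adjusted over the list alone; camera adjusted p = 0.107), with ANGPTL4 at -1.23 and STC2 at 1.94 on the log2 scale. Cholesterol synthesis genes had 5 of 25 higher and 13 lower (5 higher and 14 lower when adjusted over the list alone; camera adjusted p = 0.271), with a median log2 fold change of -0.11, a mean of 0.06 and a camera direction toward lower values.

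Metallothioneins had 0 of 4 higher and 3 lower (0 higher and 3 lower when adjusted over the list alone), too few for a list test, and MT2A fell from 5177 ± 276 to 2594 ± 116 normalized counts (SD, n = 3 each, adjusted p = 2.45e-12 from limma). Glycosaminoglycan synthesis genes had 13 of 35 higher and 12 lower (14 higher and 12 lower when adjusted over the list alone; camera adjusted p = 0.838), a list partly drawn up from study names, with a median of 0.04, a mean of -0.06 and a camera direction toward higher values, and the hyaluronan synthases HAS2 and HAS3 had log2 fold changes of -1.75 and -1.69. Calcium-NFAT responsive genes had 3 of 9 higher and 3 lower (3 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.974), with a median of 0.08, a mean of -0.21 and a camera direction toward higher values, including RCAN1 at a log2 fold change of -0.54 and PTGS2 at 0.96. Targets of p53 had 8 of 27 higher and 9 lower (8 higher and 9 lower when adjusted over the list alone; camera adjusted p = 0.987), with TP53I3 at a log2 fold change of -1.17. Ribosomal protein genes had 6 of 31 higher and 2 lower (6 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.28), and histone genes had 5 of 13 higher and 3 lower (6 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.576). Alveolar type II markers had 0 of 6 higher and 1 lower (0 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.838), and SFTPD had 6.86 ± 2.72 normalized counts with ACC and 2.83 ± 1.72 in control (SD, n = 3 each). Endothelial markers had 2 of 4 higher and 1 lower (2 higher and 1 lower when adjusted over the list alone), too few for a list test, with ESAM at a log2 fold change of -2.27.

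CTSB, which encodes cathepsin B, rose from 8876 ± 417 to 13041 ± 266 normalized counts in A549 cells with ACC (SD, n = 3 each, log2 fold change 0.56, standard error 0.0370, adjusted p = 8.27e-10 from limma), a change below 2-fold. The paper reports lower cathepsin B activity in tumors of the LLC mouse line, which are other cells and another measure.

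Splitting the 6 libraries into 3 and 3 can be done in 10 ways, too few for a share under 0.05. The real split called 536 higher, 432 lower and 968 genes in total by limma, and the highest of the other splits 0 in each case (1 split as large). Each other split mixes ACC and control libraries in both groups. This shrinks the difference between the groups and adds to the spread within them. With 8358 genes past the adjusted p in the real split, low counts in the mixed splits follow from the design. They are no support for the real split. All 14 genes of interest, which the study had selected on the real split, passed there and 0 in any other (1 split as large). For camera the real split gave 22 lists and the highest other 13 (1 split as large). For fgsea the real split put 2 of the 3 lists of EMT, TGFβ signaling and angiogenesis past the threshold and the highest other 3. All 10 splits gave a result at least as large. A ranking of genes does not depend on the size of the difference, so a mixed split can keep the enrichment of the real split. The count of enriched lists therefore neither sets the real split apart nor speaks against the enrichment. The EMT median was 0.452 in size in the real split and at most 0.15 in the others, and that of TGFβ signaling 0.132 and at most 0.07. Mixed groups shrink a difference between the conditions, so the smaller medians do not set the real split apart.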
